# Diurnal control of iron responsive element containing mRNAs through iron regulatory proteins IRP1 and IRP2 is mediated by feeding rhythms

**DOI:** 10.1186/s13059-024-03270-2

**Published:** 2024-05-21

**Authors:** Hima Priyanka Nadimpalli, Georgia Katsioudi, Enes Salih Arpa, Lies Chikhaoui, Alaaddin Bulak Arpat, Angelica Liechti, Gaël Palais, Claudia Tessmer, Ilse Hofmann, Bruno Galy, David Gatfield

**Keywords:** Iron metabolism, Liver, IRP, IRE, Translation, Ribosome profiling, Circadian clocks

## Abstract

**Background:**

Cellular iron homeostasis is regulated by iron regulatory proteins (IRP1 and IRP2) that sense iron levels (and other metabolic cues) and modulate mRNA translation or stability via interaction with iron regulatory elements (IREs). IRP2 is viewed as the primary regulator in the liver, yet our previous datasets showing diurnal rhythms for certain IRE-containing mRNAs suggest a nuanced temporal control mechanism. The purpose of this study is to gain insights into the daily regulatory dynamics across IRE-bearing mRNAs, specific IRP involvement, and underlying systemic and cellular rhythmicity cues in mouse liver.

**Results:**

We uncover high-amplitude diurnal oscillations in the regulation of key IRE-containing transcripts in the liver, compatible with maximal IRP activity at the onset of the dark phase. Although IRP2 protein levels also exhibit some diurnal variations and peak at the light–dark transition, ribosome profiling in IRP2-deficient mice reveals that maximal repression of target mRNAs at this timepoint still occurs. We further find that diurnal regulation of IRE-containing mRNAs can continue in the absence of a functional circadian clock as long as feeding is rhythmic.

**Conclusions:**

Our findings suggest temporally controlled redundancy in IRP activities, with IRP2 mediating regulation of IRE-containing transcripts in the light phase and redundancy, conceivably with IRP1, at dark onset. Moreover, we highlight the significance of feeding-associated signals in driving rhythmicity. Our work highlights the dynamic nature and regulatory complexity in a metabolic pathway that had previously been considered well-understood.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-024-03270-2.

## Background

Mammalian physiology undergoes rhythmic changes orchestrated by the circadian system, which consists of hierarchically organised molecular oscillators found across most cell types (reviewed in [1]). The master clock in the brain’s suprachiasmatic nuclei entrains to the light–dark cycle and synchronises peripheral oscillators through various cues that include hormonal signals, feeding-fasting cycles and body temperature rhythms. At the molecular level, the timekeeping mechanism is based on negative transcriptional feedback loops and drives daily cycles in gene expression (reviewed in [2]). Metabolism is a key rhythmically regulated process in organs such as the liver [3].

In addition to transcriptional regulation, various roles for post-transcriptional control of gene expression oscillations have emerged as well, involving in particular time-of-day-dependent changes in RNA stability and translation (reviewed in [4, 5]). Using ribosome profiling (ribo-seq) in mouse liver around-the-clock, mRNAs encoding ribosomal proteins have been identified as prominent examples of transcripts whose rhythmic regulation occurs specifically through translation [6, 7]. Moreover, in our previous work we reported that three transcripts encoding key proteins in iron metabolism, *Ferritin light chain 1 (Ftl1)*, *Ferritin heavy chain 1 (Fth1)* and *Aminolevulinic acid synthase 2 (Alas2)*, also show rhythmic translation [6].

More than 40 years ago, the discovery of the iron-responsive element, or IRE, occurred through studying how Ferritin mRNA (encoding a major iron storage protein) is translationally repressed and activated by low and high iron levels, respectively [8, 9]. *Alas2*, encoding the rate-limiting enzyme in heme biosynthesis in erythrocytes, was identified as IRE-containing a few years later [10]. Since then, several other IRE-containing transcripts have been identified and validated, and many more predicted ([11] and see below). These IREs are bound and regulated by IRPs (iron-regulatory proteins) in response to iron levels and other signals (O_2_, H_2_O_2_, NO) (reviewed in [12, 13]). The liver, a major iron storage organ, has been a key model for studying IRE/IRP regulation. Studies on mice lacking IRP1 (encoded by the *Aco1* gene) and IRP2 (encoded by *Ireb2*) have shown that IRP2 plays a major role in hepatic IRE regulation, with IRP1 having a limited role (e.g. [14–16]). Interestingly, none of these studies have explored a possible time-of-day component in this regulatory mechanism.

In this study, we systematically investigate the rhythmic regulation of IRE-containing transcripts beyond *Ftl1*, *Fth1* and *Alas2*. We examine the dependence of this regulation on IRP1 and IRP2 using ribo-seq analysis on liver samples collected at defined timepoints during the light and dark phases from *Aco1/Irp1* and *Ireb2/Irp2* knockout mice. Additionally, we analyse existing datasets to determine whether rhythmic IRE regulation is primarily driven by the circadian clock or by feeding/fasting. Our findings prompt a reassessment of current models regarding IRP1 and IRP2 dependence of hepatic IRE regulation, a crucial mechanism for organismal iron balance.

## Results

### A subset of IRE-containing transcripts is rhythmically regulated in mouse liver

Our previous around-the-clock RNA-seq and ribo-seq datasets (Fig. 1A) had revealed hepatic rhythms in RNA abundance across > 20 iron metabolic genes, as well as three transcripts — *Ftl1*, *Fth1* and *Alas2* — whose RNA levels were constant, yet they displayed robust rhythms in ribosome occupancy [6, 17]. *Ftl1*, *Fth1* and *Alas2* all contain an IRE in their 5′ untranslated region (5′ UTR) [11]. Iron regulatory proteins, IRP1 and IRP2, bind to such 5′ IREs to inhibit translation under conditions of low intracellular iron concentrations and as a function of other physiological cues; briefly, under high Fe(II), IRP1 assembles an iron-sulphur cluster and converts to ACO1 that is inactive for IRE binding, whereas IRP2 undergoes degradation (Fig. 1B) [11]. IRE sequences adapt characteristic hairpin structures (Additional file 1: Fig. S1A) that are crucial for IRP binding and have been used for IRE predictions [18, 19]. More than a dozen IRE-containing mRNAs have been reported in mammals, and we hence investigated whether rhythmic translation was more commonly found across other established 5′ IRE-containing transcripts. As compared to the robust translational rhythms on *Fth1, Ftl1* and *Alas2* in the liver (Fig. 1C, upper), other mRNAs lacked similar high-amplitude oscillations in ribosome occupancy (Fig. 1D, upper). Thus, the translation of *Ferroportin* (*Slc40a1)* mRNA showed low-amplitude oscillations, and *Aconitase 2 (Aco2)* and *Hif2a/Endothelial PAS domain-containing protein 1 (Epas1)* were non-rhythmic, despite harbouring well-characterised 5′ IREs [20–22]. Note that although *Alas2* is considered to be a paralogue mainly expressed in erythrocytes, the observed rhythmic *Alas2* translation in the liver is most likely of hepatocyte origin rather than a signal from red blood cells/reticulocytes within the liver sample, as liver single-cell RNA-seq data [23] shows clear *Alas2* expression in hepatocytes (see Additional file 1: Fig. S2). We next compared the liver profiles with those from the kidney, which revealed that *Ftl1, Fth1* and *Slc40a1* showed blunted ribosome occupancy rhythms in this organ (Fig. 1C–D, lower). *Aco2* and *Epas1* were clearly non-rhythmic in the kidney. We considered it a plausible hypothesis that distinct sequence/structural features of the IREs could underlie the observed presence or lack of rhythmicity. However, despite differences across IREs with regard to the length of the paired stem, the positions of bulge nucleotides, or IRE location relative to mRNA 5′ end or start codon, no particular feature appeared to distinguish rhythmicity-associated from other IREs (Additional file 1: Fig. S1B–C).

**Fig. 1:**
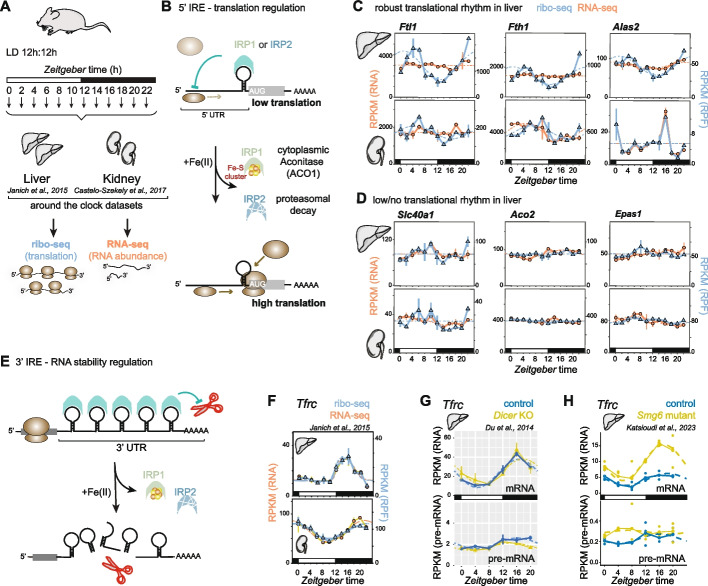
Transcript- and tissue-specific rhythmicity of IRE-containing mRNAs. **A** Schematic of the dataset collection carried out for the studies [6, 17] for the liver and kidney gene expression graphs shown in panels **C** and **D** (below). **B** Schematic model of IRP activity on 5′ IREs. IRP1 and IRP2 bind to IRE hairpins under conditions of low iron, thereby inhibiting scanning ribosomes from accessing the start codon. When iron is abundant, IRP1 assembles an Fe–S cluster, converting it to cytoplasmic Aconitase (ACO1) that is unable to bind IREs. IRP2 is degraded in an iron-dependent proteasomal pathway that relies on an iron-sensor F-box protein, FBXL5. After the removal of IRPs from the 5′ IRE sequence, ribosomes can translate the coding sequence (CDS). **C** RPKM values of CDS-mapping ribosome protected fragment (RPF) data (blue) and RNA-seq data (orange) from the datasets of [6, 17] for the transcripts *Ftl1*, *Fth1* and *Alas2* around the 24-h daily cycle in the liver (upper) and kidney (lower). All three genes show high-amplitude translation in the liver. Means per timepoint are plotted; “error bars”/vertical lines connect the two biological replicates. Dashed lines represent rhythmic curve fittings to the data, as described in [6]. **D** As in panel **C**, but for the non-/less-rhythmically translated IRE-containing transcripts *Slc40a1/Ferroportin*, *Aco2, Epas1/Hif2a*. **E** For 3′ UTR IREs, the binding of IRPs inhibits access to endonucleases (depicted as red scissors) that would otherwise initiate transcript degradation. When IRPs dissociate due to the mechanisms described in panel **B**, the mRNA is destabilised and becomes less abundant. *Tfrc* mRNA is the best-known example of this kind and contains five IREs. **F** RPKM values of CDS-mapping ribosome protected fragment (RPF) data (blue) and RNA-seq data (orange) from the datasets of [6, 17] for the *Tfrc* transcript around the 24-h daily cycle in the liver (upper) and kidney (lower). Means per timepoint are plotted; “error bars”/vertical lines connect the two biological replicates. Dashed lines represent rhythmic curve fittings to the data, as described in [6]. **G** Expression plots (RPKM) showing around-the-clock data from [24] for *Tfrc* mRNA (exonic reads; upper panel) and pre-mRNA (intronic reads; lower panel) in control (blue) and miRNA-deficient (*Dicer* KO) livers (yellow). Means per timepoint are plotted; “error bars”/vertical lines connect the two biological replicates. The two time series are plotted together in the same graph (vertical lines connect the data points from the two series). Rhythms are seen for mRNA but not for pre-mRNA, indicating that oscillations are post-transcriptionally generated (RNA stability). Dashed lines represent rhythmic curve fittings to the data, as described in [24]. **H** Expression plots for around-the-clock RNA-seq data from [25] for *Tfrc* showing mRNA (top panel; exonic reads) and pre-mRNA (bottom panel; intronic reads) for *Smg6* mutants (yellow) and controls (blue). RPKM values of individual mouse livers are shown as dots with solid lines connecting the means across time points. Dashed lines represent rhythmic curve fittings to the data, as described in [25]

In some cases, IREs are located in 3′ UTRs. In *Transferrin receptor (Tfrc*) mRNA, multiple 3′ IREs regulate transcript stability in an IRP-dependent manner, involving endonucleolytic cleavage (Fig. 1E; Additional file 1: Fig. S1D) [26]. We hence analysed diurnal *Tfrc* expression profiles. *Tfrc* mRNA abundance was indeed robustly rhythmic in the liver and kidney, and ribosome footprints closely matched the mRNA profiles, indicating that no additional rhythmicity was imparted at the level of translation (Fig. 1F). We then sought to evaluate if the observed *Tfrc* mRNA rhythms were of post-transcriptional origin, in line with the 3′ IRE mechanism and previous observations [6, 27]. To this end, we leveraged two around-the-clock mouse liver datasets [24, 25] in which we had carried out RNA-seq on total RNA, allowing the quantification of both unspliced pre-mRNA (intron-mapping reads) and of mature mRNA (exon-mapping reads). With pre-mRNA levels serving as a proxy for nascent RNA/transcription at the *Tfrc* locus, both datasets confirmed that *Tfrc* was transcribed in a non-rhythmic fashion, yet its mRNA accumulated rhythmically around-the-clock (Fig. 1G–H, data from control mice). We concluded that *Tfrc* rhythms were generated post-transcriptionally by modulating transcript stability in a diurnal fashion; this finding is further supported by a recent preprint [28].

As a side note, one of the analysed datasets (Fig. 1G) was part of a study that contained a matching cohort of animals with a disrupted miRNA biogenesis pathway (hepatocyte-specific deletion of *Dicer* [24]). It has previously been proposed that *Tfrc* mRNA stability is governed by the interplay between IRPs and miR-7/miR-141 binding at the 3′ IRE stem-loops [29]. Given that *Tfrc* mRNA profiles were unaltered in *Dicer* knockouts (Fig. 1G), we deem it unlikely that miRNA-mediated mechanisms make strong contributions to hepatic 3′ IRE regulation. The other analysed dataset (Fig. 1H) included an experimental cohort that carried a hepatocyte-specific mutation within the endonuclease that catalyses RNA degradation in the nonsense-mediated mRNA decay (NMD) pathway, *Smg6* [25]. Briefly, the increase in *Tfrc* mRNA in *Smg6*^*mut/mut*^ livers (Fig. 1H) is most likely the result of a stabilisation of several *Tfrc* mRNA variants that contain retained introns (see ENSEMBL annotations, locus ENSMUSG00000022797) and that are usually degraded through the NMD pathway.

### Rhythmic translation/mRNA abundance predicts phases of maximal and minimal IRP activity

From the above analyses, we concluded that a subset of IRE-containing transcripts underwent pronounced rhythmic regulation in mouse liver. Of these, the 5′ IRE transcripts showed a similar rhythmic phase, with a peak in translation around ZT4-6 and a trough at ~ ZT12 (Fig. 1C). Given that IRP-IRE interaction inhibits translation (Fig. 1B), we would hence expect IRP activity on these transcripts to be minimal at ZT4-6 and maximal at ZT12. For *Tfrc*, IRP binding is expected to increase mRNA stability and we would predict maximal IRP activity during the rising phase of *Tfrc* mRNA abundance, i.e. at ~ ZT12 as well. Therefore, the ensemble of observed rhythms would be consistent with a mechanism involving time-of-day-dependent IRP activity on IREs that is minimal and maximal at ZT4–6 and ZT12, respectively (Fig. 2A).

**Fig. 2:**
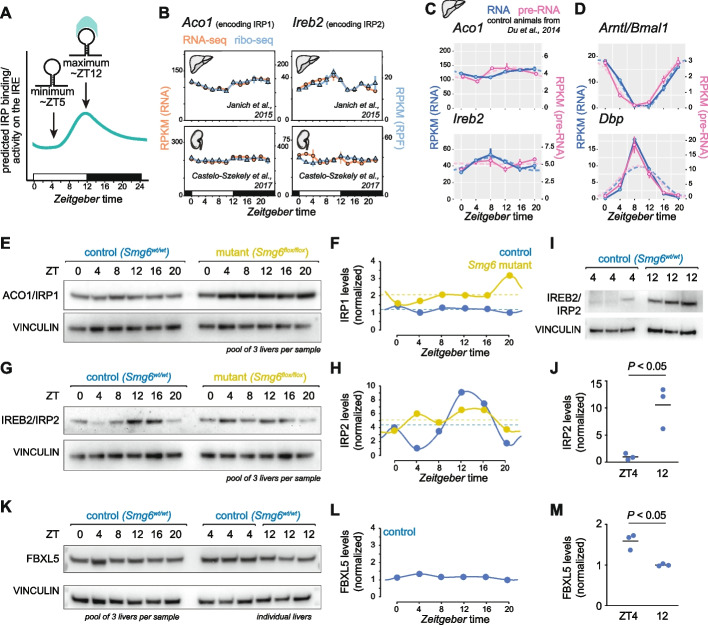
Rhythmic regulation is consistent with diurnal IRP activity and low and high IRP2 abundance at ZT5 and ZT12. **A** Schematic representation of the model deduced from the gene expression data from Fig. 1C (rhythmic 5′ IREs for *Ftl1*, *Fth1* and *Alas2*) and Fig. 1F-H (rhythmic 3′ IRE for *Tfrc*). The observed rhythms are consistent with minimal and maximal IRP activity at the light-phase (ZT5) and light–dark transition (ZT12) timepoints, respectively. **B** As in Fig. 1C, RPKM values of CDS-mapping ribosome protected fragment (RPF) data (blue) and RNA-seq data (orange) from the datasets of [6, 17] for the transcripts *Aco1* (encoding IRP1) and *Ireb2* (encoding IRP2) around the 24-h daily cycle in the liver (upper) and kidney (lower). Means per timepoint are plotted; “error bars”/vertical lines connect the two biological replicates. Dashed lines represent rhythmic curve fittings to the data, as described in [6]. **C** Expression plots (RPKM) showing around-the-clock data from [24] for the indicated transcripts, *Aco1* and *Ireb2,* for mRNA (exonic reads; blue) and pre-mRNA (intronic reads; magenta) in control livers. The data from the miRNA-deficient (*Dicer* KO) livers were omitted from these analyses. Means per timepoint are plotted; “error bars”/vertical lines connect the two biological replicates. Dashed lines represent rhythmic curve fittings to the data, as described in [24]. **D** As in **C**, but for transcripts *Arntl/Bmal1* and *Dbp.* **E** Western blot analysis of total liver proteins (pool of three mice per sample), for ACO1/IRP1 and VINCULIN (loading control), from control mice (blue; on left side) and *Smg6* mutant mice (yellow; on right side). The same samples as in [25] were used. **F** Quantification of Western blot from **E**. ACO1/IRP1 intensities were normalised to control band intensities (VINCULIN). **G** Western blot analysis of total liver proteins as in **E**, for IREB2/IRP2 and VINCULIN (loading control). **H** Quantification of Western blot from **G**. IREB2/IRP2 intensities were normalised to control band intensities (VINCULIN). **I** Western blot analysis of total liver proteins from individual animals for IREB2/IRP2; the same extracts that constituted the pools ZT4 and ZT12 (control series) in panel **G** were used. **J** Quantification of Western blot from **I**. IREB2/IRP2 intensities were normalised to control band intensities (VINCULIN). Statistical significance evaluated via Student’s *t*-test. **K** Western blot analysis for FBXL5 and VINCULIN (loading control) in total liver proteins from the control series samples from [25]. Left side of blot: around-the-clock, pool of three mice per sample; right side: individiual mice, as in panel **I**. **L** Quantification of around-the-clock data from Western blot from **K**. FBXL5 intensities were normalised to control band intensities (VINCULIN). **M** Quantification of Western blot from individual livers at ZT4 and ZT12 from (K), right part of the blot. FBXL5 intensities were normalised to control band intensities (VINCULIN). Statistical significance evaluated via Student’s *t*-test

Diurnal regulation could be mediated simply by daily changes in IRP protein abundance. We had dismissed this mechanism, however, in our previous work as we had observed no rhythmicity (or, at most, very modest daily changes) for liver ACO1/IRP1 or IREB2/IRP2 at the level of mRNA, ribosome footprints or protein [6]. Since the publication of our study, it has been reported that the antibody we had used to quantify IREB2/IRP2 (abcam ab1811539) not only detects IREB2/IRP2 (as marketed by the vendor at the time), but also ACO1/IRP1 [30]. Therefore, our original analysis of around-the-clock IRP2 protein levels was undoubtedly flawed, representing an overlay of both IRPs rather than IRP2 specifically. Moreover, it has been reported that in colon cancer cells, the *Ireb2* gene is circadianly transcribed through BMAL1:CLOCK, engendering *Ireb2* mRNA and IREB2/IRP2 protein oscillations that subsequently regulate *Tfrc* stability in a rhythmic fashion [31]. The ensemble of these findings prompted us to revisit the temporal dynamics of IRP expression across our datasets. Thus, our RNA-seq and ribo-seq data showed modest rhythmicity (< 1.5-fold peak-to-trough amplitudes) for *Aco1* and *Ireb2* in the liver but not in the kidney (Fig. 2B). For *Ireb2*, the mRNA phase — maximal abundance around ZT10 — was in principle compatible with the BMAL1:CLOCK regulation reported from colon cancer cells [31]. However, the shallow peak-trough amplitudes that *Ireb2* displays for both RNA and pre-mRNA (Fig. 2C, lower) indicated that rhythmic transcriptional activation through BMAL1:CLOCK would not appear to be an important driver of *Ireb2* mRNA synthesis in the liver. For comparison, in the same dataset *Arntl/Bmal1* itself, and well-established BMAL1:CLOCK targets such as *Dbp* [32], present very high-amplitude mRNA and pre-mRNA oscillations (Fig. 2D).

The main regulation of IRP1 activity and of IRP2 abundance occurs through post-translational mechanisms (Fig. 1B) [13]. Given the issues with antibody specificity described above, we re-evaluated IRP1 and IRP2 protein levels around-the-clock using highly specific monoclonal antibodies that are free of cross-reactivity (see later, Fig. 4G, J). Using a time series of total liver protein extracts from the same animals that showed *Tfrc* mRNA rhythms in Fig. 1H [25], Western blot analysis confirmed that ACO1/IRP1 showed constant abundance (Fig. 2E and F). By contrast, the Western blot for IREB2/IRP2 revealed high-amplitude rhythmic protein accumulation in the control liver time series, with minimal and maximal protein abundances around ZT4 and ZT12, respectively (Fig. 2G and H). The difference in IRP2 protein levels quantified from single liver samples at trough (ZT4) and peak (ZT12) showed an ~ tenfold amplitude with some inter-individual variability (Fig. 2I and J). Of note, we also included our previous study’s “experimental condition” samples (*Smg6*^*mut/mut*^ [25]) in our Western blots. Interestingly, IRP2 protein rhythm was blunted in *Smg6*^*mut/mut*^ livers (Fig. 2G and H), despite *Tfrc* mRNA oscillating with high-amplitude according to RNA-seq analysis from exactly the same tissue samples (Fig. 1H) — a discrepancy that led us to conclude that there was no simple, one-to-one correspondence between oscillations in IRP2 protein abundance and IRE-containing transcript regulation. We also analysed the levels of FBXL5, which is the F-box protein that targets IREB2/IRP2 for proteasomal degradation and is key for the regulation of IRP2 stability and abundance. According to the established mechanism, FBXL5 acts as an iron sensor that is stabilised by Fe binding under high iron conditions, yet unfolded and degraded during iron scarcity [33, 34]. In addition, an FBXL5-independent mechanism of IREB2/IRP2-dependent target regulation has recently been identified as well [35]. Our Western blot analysis in the control liver time series and in single liver samples indicated that FBXL5 protein levels showed modest rhythms only (Fig. 2K–M). We therefore deemed it unlikely that the observed strong diurnal changes in IREB2/IRP2 abundance (Fig. 2G and H) would be the simple outcome of FBXL5 abundance changes (Fig. 2K–M). Taken together, our analyses revealed hepatic rhythms in IRP2 abundance that have previously gone unnoticed. Still, the lack of clear correspondence between rhythmic patterns seen for the abundances of IRP2 and FBXL5 proteins as well as *Tfrc* mRNA, highlight the regulatory complexity within the IRP/IRE system.

### In vivo recording of diurnal gene expression oscillations shows unperturbed circadian mPER2::LUC reporter rhythms in *Aco1* and *Ireb2* knockout mice

Two reasons pointed to a possible involvement of IREB2/IRP2 in diurnal IRE regulation. First, the observation that — in the time series data shown in Fig. 2G and H — IRP2 did show rhythmicity with lower and higher abundances in the light and dark phases, respectively. Second, IRP2 can be considered the main IRP activity in the liver, given that changes to IRE regulation have generally been reported upon IRP2 deficiency rather than IRP1 loss [14, 36]. However, if IRP1 does not constitute a major IRP activity in the liver, it is intriguing that the protein is particularly abundant in this organ, as also confirmed by our own ribosome profiling data. Thus, in terms of translational output ACO1/IRP1 shows > fivefold higher expression than IREB2/IRP2 (Fig. 2B; compare maximal liver footprint Reads Per Kilobase per Million mapped reads of ~ 150 for *Aco1* and of ~ 25 for *Ireb2*). Of note, however, previous studies that failed to show major phenotypes in IRE regulation upon IRP1 loss did not address the possibility that IRP1-mediated effects in the liver might be subject to temporal control over the diurnal cycle.

We thus wished to determine experimentally how rhythmic target regulation would be affected in the absence of IRP1 or IRP2. To this end, we made use of *Aco1* and *Ireb2* knockout mouse strains [37]. These mice present with systemic alterations to iron homeostasis, including in the liver (reviewed in [38]); moreover, there are documented links between iron and the circadian timekeeping mechanism itself. For example, several core clock proteins contain heme [39–41] and the transcription of *Per1* and *Per2* has been reported as sensitive to iron accumulation through a mechanism that involves histone methylation state [42]. A more systematic analysis of how iron metabolic genes affect the circadian clock is still lacking in mammals, but has been carried out in *Drosophila* and revealed numerous interactions [43]. Therefore, for our study, we first explored whether whole-body *Aco1* or *Ireb2* knockout would engender phenotypes in entrained liver clock rhythms that could potentially confound the specific analysis of rhythmic IRP/IRE regulation. We used a method for the real-time recording of liver gene expression in freely moving mice [44, 45] that relies on luciferase reporters, luciferin delivery via an osmotic minipump, and highly sensitive bioluminescence photon counting (Fig. 3A). All animals carried the *mPer2::luc* knock-in allele [46] that expresses a protein fusion between core clock component PER2 and firefly luciferase, serving as a precise readout of diurnal oscillations. We carried out real-time recordings of liver rhythms under conditions that ensured light-entrainment of the master (SCN) clock to an external 24-h light–dark cycle by means of a skeleton photoperiod, i.e. two 30-min light pulses applied at times corresponding to the beginning and to the end of the light phase in a 12-h-light–12-h-dark (LD12:12) cycle (Fig. 3B). Our experiments revealed rhythmic bioluminescence rhythms in wild-type animals, as expected, and also in littermate animals that were knockouts for either of the IRPs (Fig. 3C–F). For *Aco1*^*−/−*^ mice, the phase of entrained mPER2::LUC reporter oscillations was virtually indistinguishable from controls (Fig. 3D). In the *Ireb2*^*−/−*^ animals, the entrained mPER2::LUC phase was minimally delayed (~ 0.5 h) as compared to controls (Fig. 3F), yet no other overt differences were apparent. We nevertheless verified that the liver clock in *Ireb2* knockouts was fully functional by recording free-running rhythms from liver organ explants (Fig. 3G). Free-running bioluminescence rhythms from *Ireb2* knockouts and controls (Fig. 3H) and their quantification (Fig. 3I) indicated overall comparable oscillations ex vivo, yet with higher variability in period length between individual explants in the knockouts. Altogether, our data suggested that diurnal oscillations in the liver were comparable between IRP knockouts and their respective controls. Entrained clock phases between genotypes showed good correspondence.

**Fig. 3:**
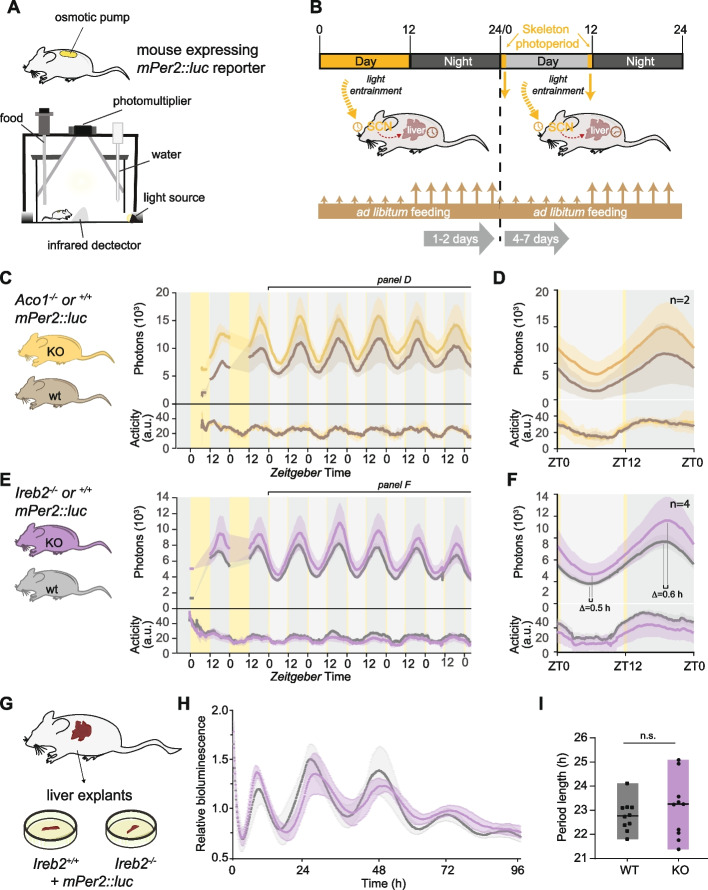
In vivo bioluminescence recoding shows that entrained circadian rhythms in the liver are unperturbed in mice that are deficient for *Aco1* or *Ireb2*. **A** Cartoon depicting the in vivo recording setup (RT-Biolumicorder) used to measure diurnal bioluminescence rhythms in freely moving mice. The mouse is implanted with a luciferin-charged osmotic minipump and dorsally shaved to ensure the detectability of photons emitted from the liver. It is then placed in the arena of the RT-Biolumicorder that records photons via a photomultiplier tube (PMT), activity via infrared detection, and also offers the possibility to program food availability and illumination. **B** Schematic representation of the applied recording protocol in the RT-Biolumicorder setup. Mice expressing the *Per2::Luc* reporter and implanted with the minipump are placed in the RT-Biolumicorder where they are first subject to LD12:12 schedule and ad libitum feeding for 1–2 days, allowing for acclimation to the setup. Bioluminescence recording only occurs during the dark phase. Then, the illumination schedule is changed to a skeleton photoperiod, i.e. two 30-min light pulses applied at times corresponding to the beginning and to the end of the light phase in a 12-h-light–12-h-dark (LD12:12) cycle. Recording occurs throughout the day with the exception of the duration of the 30-min light pulses. The skeleton photoperiod is important as it keeps the SCN clock entrained to a defined 24-h T-cycle, allowing to specifically query potential changes in the entrained liver clock. **C** Bioluminescence rhythms and activity traces were recorded with the protocol shown in **B** from mice deficient for *Aco1* (ochre, *N* = 2) and controls (grey, *N* = 2). Mean signal (solid trace) and SEM (shaded) over the whole course of the experiment are shown. **D** Compiled data of **C**, averaging all cycles from day 3. No change in PER2::LUC phase was detectable between genotypes. **E** Bioluminescence rhythms and activity traces were recorded with the protocol shown in **B** from mice deficient for *Ireb2* (purple, *N* = 4) and controls (grey, *N* = 4). Mean signal (solid trace) and SEM (shaded) over the whole course of the experiment are shown. **F** Compiled data of **E**, averaging all cycles from day 3. For *Ireb2*^*−/−*^ mice, PER2::LUC peak and trough phases were slightly delayed as compared to the control mice with the same genetic background. **G** Schematic of liver explant rhythm measurements from the two genotypes, *Ireb2*^*−/−*^ and controls, using male mice from the same breedings. Mice carried the *Per2::Luc* reporter allele. **H** Liver explant bioluminescence recording from *Ireb2*^*−/−*^ (purple) and control (grey) mice. Free-running circadian traces show mean signal and SEM for the two genotypes over a recording period of 96 h. *N* = 10 per genotype. **I** Period length quantification of experiments shown in **H**. No significant change in period length was detectable (Mann–Whitney test). *Ireb2* knockout period lengths appeared more variable than controls

### Timepoint-specific gene expression datasets from IRP-deficient livers allow analysis of diurnal regulation

For our further analyses we selected the two timepoints at which rhythmic IRP/IRE activity would be low (ZT5) and high (ZT12), respectively, leading to high and low translation efficiency (*Ftl1*, *Fth1*, *Alas2*) and mRNA turnover (*Tfrc*) (Fig. 4A). We reasoned that in the simplest scenario, one of the IRPs (e.g. IRP2, the most potent IRE-regulator in the liver according to the literature) was singly responsible for rhythmic target regulation. This rhythm would then be detectable in the control livers when comparing the two timepoints, yet absent in the livers of animals deficient for the rhythm-relevant IRP (e.g. IRP2 in the above example). More complex regulatory scenarios are conceivable, too, such as redundant regulation by the two IRPs, which would lead to no, or partial deregulation of rhythmicity in the knockouts. We collected 3 livers per timepoint and genotype (*Aco1*^*−/−*^ and *Ireb2*^*−/−*^; plus their respective, matched *Aco1*^+*/*+^ and *Ireb2*^+*/*+^ controls carrying the same genetic background) and prepared RNA-seq and ribo-seq libraries (Fig. 4B). 

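Ribo-seq sequences the pieces of mRNA that a translating ribosome shields from RNase I (ribosome-protected fragments, RPFs), and total RNA-seq from the same lysate measures how much of each mRNA is present. The 24 livers, 3 for each of the 4 genotypes at ZT5 and ZT12, gave 24 RPF and 24 RNA libraries. ZT is the time in hours after lights on. For both kinds of library the authors removed adapters, filtered reads by quality and length, discarded reads that matched rRNA or tRNA, mapped the rest to the mouse genome (Ensembl release 100 annotation of GRCm38) and counted them for each gene. They deposited these counts without normalization, separately for each sequencing run, for 25266 Ensembl genes. Of the 48 libraries, 29 were sequenced in 2 runs, and the counts of the 2 runs were summed. Runs of one library differed by little more than sampling noise (chi-square per degree of freedom over genes between 0.975 and 3.03, median 1.02), whereas mice of one group differed far more (between 2.49 and 60.5, median 9.24). The highest of the values for runs belongs to the RPF library of *Aco1*+*/*+ replicate 3 at ZT5, whose second run held 7819 counts. Each run has 5 columns of counts that carry no names. One column held 91.9 to 96.1% of the counts of RPF libraries (median 94.5%) and 48.3 to 66.7% of those of RNA libraries (median 58.7%). It was taken as the coding sequence (CDS) and used for both kinds of library, and this reading of the columns is inferred from the values.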

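Depth was counted over all columns. In the *Aco1* line, RNA libraries of *Aco1*+*/*+ livers held between 2160852 and 5727639 counts at ZT5 (median 3616249) and between 3441399 and 6743885 at ZT12 (median 4932282). Those of *Aco1*-/- livers held between 4162437 and 7059389 at ZT5 (median 5106005) and between 1546347 and 5940730 at ZT12 (median 4983113). RPF libraries of the same line held between 2633276 and 9334530 counts in *Aco1*+*/*+ livers at ZT5 (median 7021382), between 9071863 and 10590481 at ZT12 (median 9466810), and in *Aco1*-/- livers between 4212469 and 9181385 at ZT5 (median 4350448) and between 6945956 and 9646717 at ZT12 (median 7250958). In the *Ireb2* line, RNA libraries of *Ireb2*+*/*+ livers held between 2090890 and 5077419 counts at ZT5 (median 2380298) and between 2138408 and 5980103 at ZT12 (median 2701859). Those of *Ireb2*-/- livers held between 3648606 and 5249268 at ZT5 (median 4591914) and between 2337535 and 3243471 at ZT12 (median 2529426). RPF libraries held between 8503809 and 14292376 counts in *Ireb2*+*/*+ livers at ZT5 (median 9264115), between 4749586 and 11865142 at ZT12 (median 5085981), and in *Ireb2*-/- livers between 4347026 and 11109075 at ZT5 (median 6072994) and between 4213102 and 5788196 at ZT12 (median 4256971).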

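CDS counts were scaled by upper-quartile normalization, the method the paper names, over the 48 libraries. Expression is given as normalized CDS CPM, and TE as the log2 of the RPF/RNA ratio in each mouse. The zero of this TE scale is set by the normalization, so a TE above 0 means only that a gene had more RPF than RNA counts relative to the other genes. Groups were compared by edgeR's quasi-likelihood test on counts, within each line, with Benjamini-Hochberg adjustment over the 10696 genes that passed edgeR's filter on low counts. For TE, RPF and RNA libraries entered one model in which both libraries of a mouse were paired. Values for single genes were also compared by a two-sided exact permutation test, which cannot give a p below 0.1 for 3 mice against 3. In counts simulated with the depth and spread of the *Ireb2* line, 200 genes were changed in *Ireb2*-/- livers at ZT5. The TE test found 11.5% of 2-fold and 63% of 3-fold changes. Tests of RNA found 51% and 85% of such changes, and those of RPF 70% and 93%. For TE, RPF and RNA counts of a mouse were drawn independently, whereas their real deviations from group means correlated (0.121 to 0.578, median 0.228). Recovery of TE changes may therefore differ in the data, and the *Aco1* line was not simulated for these tests.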

After sequencing and analysis, quantification of *Aco1-*mapping ribosome protected fragments (RPFs) in *Aco1*^*−/−*^ livers confirmed the knockout at the level of ACO1/IRP1 translation/protein biosynthesis (Fig. 4C, top panel). 

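*Aco1* (ENSMUSG00000028405) lies on chromosome 4 of GRCm38.p6 from 40143265 to 40199009. Its CDS had 410.0 ± 70.2 RPF CPM (SD, n = 3) in *Aco1*+*/*+ livers at ZT5 and 79.8 ± 4.46 in *Aco1*-/- livers. At ZT12 it had 561 ± 43.4 in *Aco1*+*/*+ and 110.1 ± 12.7 in *Aco1*-/- livers. The log2 fold change was −2.36 at ZT5 (standard error 0.15, adjusted p = 7.07e-08 from edgeR) and −2.35 at ZT12 (standard error 0.15, edgeR adjusted p = 6.09e-08). At both timepoints each knockout lay below each control (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Among RPFs at ZT5 (298 genes at an unadjusted p under 0.05), *Aco1* was the 1 gene past an adjusted p of 0.05, and it was one of 32 at ZT12, of which 11 were higher and 21 lower in *Aco1*-/- livers. Among the others at ZT12, *mt-Nd5* and *mt-Nd4* rose by 1.13 and 1.29 on the log2 scale (edgeR adjusted p = 0.00105 and 0.00215), *Mrfap1* fell by 1.56 (edgeR adjusted p = 0.00356), and *Mup8*, one of a family of near-identical genes whose reads the counting could have split, fell by 4.45 (edgeR adjusted p = 0.000299). Mitochondrial mRNAs as a whole held 0.436 to 0.531% of RPF CDS counts in these knockouts at ZT12, against 0.205 to 0.269% in controls. *mt-Nd5* and *mt-Nd4* may have risen with that share, so a change of these genes alone is not shown. The count of 32 rose to 70 with DESeq2 in place of edgeR, and to 160 without *Aco1*-/- replicate 3 at ZT12. It fell to 7 without *Aco1*+*/*+ replicate 3 at ZT12, and it also fell when all columns were counted.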

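In the RNA libraries, the CDS of *Aco1* had 245 ± 5.29 CPM (SD, n = 3) in *Aco1*+*/*+ livers at ZT5 and 344 ± 21.3 at ZT12, against 146.3 ± 28.1 and 191 ± 23.2 in *Aco1*-/- livers. Its log2 fold change in RNA was −0.74 at ZT5 (standard error 0.15, edgeR adjusted p = 0.175) and −0.86 at ZT12 (standard error 0.15, edgeR adjusted p = 0.0146). All *Aco1*-/- livers had less *Aco1* RNA than all matched controls at both timepoints. No gene passed an adjusted p of 0.05 in RNA at ZT5 (0 of 10696, with 399 at an unadjusted p under 0.05), and *Aco1* was the 1 gene that did at ZT12. Without *Aco1*-/- replicate 2 at ZT12, 51 genes passed, and without *Aco1*+*/*+ replicate 2 or 3 at ZT12, 0 did. The call of *Aco1* RNA at ZT12 was lost in 3 of the 6 fits that each left out one mouse (edgeR adjusted p up to 0.279) and when RNA was counted over all columns.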

Because in the knockout allele, the open reading frame is disrupted yet still produces an mRNA from the locus [37], the reduction in *Aco1* in the RNA-seq data was less pronounced (Fig. 4C, middle panel). 

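On the log2 scale, the TE of *Aco1* was 0.73 ± 0.21 (SD, n = 3) in *Aco1*+*/*+ livers at ZT5 and −0.86 ± 0.21 in *Aco1*-/- livers. At ZT12 it was 0.70 ± 0.02 and −0.80 ± 0.17. Between *Aco1*-/- and *Aco1*+*/*+ livers, *Aco1* TE had a log2 fold change of −1.58 at ZT5 (standard error 0.15, edgeR adjusted p = 4.56e-09) and −1.50 at ZT12 (standard error 0.14, edgeR adjusted p = 9.46e-09).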

*Aco1* translation efficiency (TE; defined as RPF/RNA ratio) was decreased in the knockouts as expected (Fig. 4C, lower panel). 

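In *Ireb2*-/- livers, the CDS of *Aco1* had 521 ± 53.9 RPF CPM (SD, n = 3) at ZT5 and 529 ± 38.2 at ZT12, against 583 ± 54.6 and 563 ± 42.8 in *Ireb2*+*/*+ livers. These are decreases by 10.6% at ZT5 (log2 fold change −0.16, standard error 0.11) and by 6.12% at ZT12 (log2 fold change −0.09), with overlap between knockouts and controls at both timepoints (exact permutation test, p = 0.3 and 0.4). *Aco1* RNA was 307 ± 19.3 CPM in *Ireb2*-/- and 309 ± 16.0 in *Ireb2*+*/*+ livers at ZT5, a decrease by 0.52%, and 319 ± 7.23 against 338 ± 20.4 at ZT12, where it decreased by 5.69%. Knockouts and controls overlapped in RNA as well (exact permutation test, two-sided p = 1.0 and 0.3). The decrease in RPFs at ZT12 rested partly on *Ireb2*-/- replicate 3, without which it decreased by 2.20%. With single mice left out, the decrease in RPFs at ZT5 ranged from 5.52%, without *Ireb2*-/- replicate 1, to 15.1%, without *Ireb2*+*/*+ replicate 2. The decrease in RNA at ZT12 ranged from 2.96%, without *Ireb2*+*/*+ replicate 3, to 8.63%, without *Ireb2*+*/*+ replicate 2.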

In the livers from *Ireb2*-deficient animals, *Aco1* RNA and RPFs were decreased by 10–20% as compared to their littermate controls (Fig. 4D), indicating that IREB2/IRP2 loss did not lead to compensatory higher IRP1 biosynthesis. 

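*Ireb2* (ENSMUSG00000032293) lies on chromosome 9 of GRCm38.p6 from 54862658 to 54912534. Its CDS had 74.7 ± 6.98 RPF CPM (SD, n = 3) in *Ireb2*+*/*+ livers at ZT5 and 73.8 ± 10.1 at ZT12, and 37.2 ± 3.497 and 37.2 ± 4.41 in *Ireb2*-/- livers. The log2 fold change in RPF was −1.001 at ZT5 (standard error 0.13, edgeR adjusted p = 0.00294) and −0.98 at ZT12 (standard error 0.13, edgeR adjusted p = 0.00278). *Ireb2* RNA was 142 ± 20.8 CPM in *Ireb2*-/- against 115 ± 39.2 in *Ireb2*+*/*+ livers at ZT5 (log2 fold change 0.30, standard error 0.22, edgeR adjusted p = 0.867), and 110.1 ± 9.68 against 122.6 ± 27.6 at ZT12 (log2 fold change −0.16, standard error 0.22). The log2 TE of *Ireb2* fell from −0.56 ± 0.41 to −1.93 ± 0.12 at ZT5 (fold change −1.33, standard error 0.15, edgeR adjusted p = 1.07e-06). At ZT12 it fell from −0.72 ± 0.16 to −1.57 ± 0.29 (fold change −0.84, standard error 0.17, edgeR adjusted p = 0.100). Knockouts and controls did not overlap in RPF or TE at either timepoint. With single mice left out, the fold change in RNA at ZT5 ranged from 0.055, without *Ireb2*+*/*+ replicate 3, to 0.54, without *Ireb2*+*/*+ replicate 1. At ZT12 it ranged from −0.33 to −0.06. The call for TE at ZT12 depended on the processing, since 5 of 11 alternatives brought it past an adjusted p of 0.05, with adjusted p between 3.51e-05 (edgeR, only the 6 mice compared) and 1.00 (edgeR, RPF and RNA libraries not paired by mouse). Among RPFs, 7 genes passed at ZT5 and 3 at ZT12, and beside *Ireb2* these included *Pmvk* (0.74), *H2-Q7* (0.70), *Ugt2b1* (−0.66) and *Lifr* (−0.77) at ZT5 and *Abcd2* (1.14) at ZT12, as log2 fold changes. Without the *Ireb2*-/- mouse numbered replicate 1 at ZT5, 0 genes passed at ZT5, and without the one numbered replicate 1 at ZT12, 18 passed at ZT12. In the 6 fits at ZT5 that each left out one mouse, *Pmvk* and *H2-Q7* passed in 0, *Ugt2b1* in 1 and *Lifr* in 2. *Abcd2* passed in all 6 such fits at ZT12.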

Overall analogous observations were made for *Ireb2* expression, which showed the expected decrease in the *Ireb2*^*−/−*^ animals at RPF and TE level (Fig. 4F, upper and lower panels), but not for the RNA (Fig. 4F, middle panel). 

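In *Aco1*-/- livers, the CDS of *Ireb2* had 65.2 ± 8.38 RPF CPM (SD, n = 3) at ZT5 and 73.7 ± 6.49 at ZT12, against 62.7 ± 5.56 and 67.5 ± 9.58 in *Aco1*+*/*+ livers. The log2 fold change in RPF was 0.05 at ZT5 (standard error 0.15, edgeR adjusted p = 1.00) and 0.13 at ZT12 (standard error 0.15, edgeR adjusted p = 0.772). With the first sequencing run alone, the fold change at ZT12 was −0.06, and the one at ZT5 was −0.03 without *Aco1*-/- replicate 3. *Ireb2* RNA was 137 ± 11.9 against 131.5 ± 14.5 CPM at ZT5, and 112.3 ± 15.5 against 149.9 ± 32.3 at ZT12 (log2 fold change −0.43, standard error 0.16, edgeR adjusted p = 0.519). The log2 TE of *Ireb2* did not differ at ZT5 (−1.07 ± 0.12 in *Aco1*-/- and −1.07 ± 0.29 in *Aco1*+*/*+). At ZT12 all *Aco1*-/- livers lay above all controls (−0.60 ± 0.31 against −1.14 ± 0.13), with a log2 fold change of 0.55 (standard error 0.17, edgeR adjusted p = 0.357).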

In *Aco1* knockouts, *Ireb2* expression was largely unchanged at the RPF level, indicating that there was no substantial compensatory upregulation (Fig. 4E). We next validated knockout and possible compensatory effects by Western blot. These analyses confirmed the expected loss of ACO1/IRP1 in *Aco1*^*−/−*^ mice (Fig. 4G and H). In these animals, IREB2/IRP2 abundance showed a tendency towards increased levels that did not reach statistical significance (Fig. 4G-I). Higher abundance of IREB2/IRP2 at ZT12 vs. ZT5 was evident as well, although quantitatively less pronounced than in the around-the-clock time series analysed before (compare Fig. 4G-I with Fig. 2G–J). In the *Ireb2* cohort, knockouts were devoid of IREB2/IRP2 protein as expected (Fig. 4J-L).In the control animals from this cohort, IREB2/IRP2 increased in abundance from ZT5 to ZT12 in a quantitatively minor (yet statistically significant) fashion (Fig. 4L). In summary, we concluded that the datasets obtained from the two timepoints and genotypes would allow the analysis of interactions between IRP function and time-of-day and, more specifically, to investigate whether the identified rhythmic regulation could be attributed specifically to one of the IRPs. Moreover, our experiments validated the specificity of the IRP1 and IRP2 antibodies. Finally, although we observed a significant difference in IRP2 abundance between light-phase and dark-phase timepoints across different independent datasets, the fold-changes seen in the three cohorts (Fig. 2I-J; Fig. 4I-L) were highly variable, pointing towards poor robustness of IRP2 rhythmicity.

**Fig. 4:**
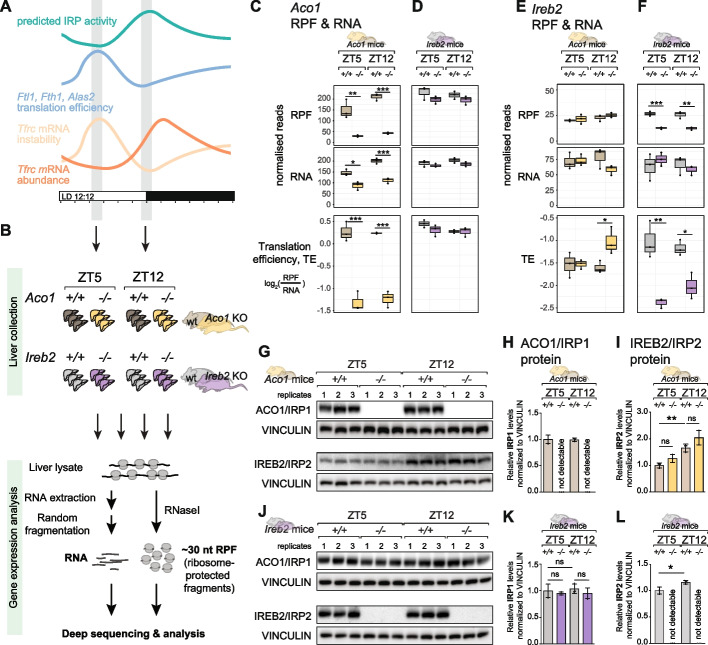
Time-resolved datasets allow analysis of IRP1- vs. IRP2-dependence of rhythmic regulation. **A** Schematic representation of the selection of timepoints for the ribo-seq experiment. Thus, high *Ftl1*, *Fth1* and *Alas2* translation efficiency and low *Tfrc* abundance, conceivably as a result of mRNA instability, occur in the light phase of the day, leading us to predict low IRP activity around ZT5. By contrast, low *Ftl1*, *Fth1* and *Alas2* translation efficiency and the rise in *Tfrc* abundance at the light–dark transition suggest high IRP activity at ZT12. **B** Schematic of the experiment carried out to assess timepoint- and genotype-specific ribosome profiling in the two IRP-deficient mouse strains and matched controls. Thus, 3 animals each were sacrificed at ZT5 and ZT12, for genotypes *Aco1*^+*/*+^ (dark grey), *Aco1*^*−/−*^ (ochre), *Ireb2*^+*/*+^ (light grey), *Ireb2*^*−/−*^ (purple). Livers were further processed for ribo-seq and RNA-seq. **C** Quantification of ribosome-protected fragments (RPF, top) and RNA abundance (middle) and relative translation efficiency (log_2_ ratio of RPF/RNA) for the *Aco1* transcript in *Aco1* knockout mice and their matched controls, for the two timepoints ZT5 and ZT12. Read count is normalised to library depth. Statistical significance was evaluated by unpaired *t*-test and indicated with asterisks (*** *P* < 0.001, ** *P* < 0.01, * P < 0.05). **D** As in **C**, for the *Aco1* transcript in *Ireb2* knockout mice and their matched controls. **E** Quantification of ribosome-protected fragments (RPF, top) and RNA abundance (middle) and relative translation efficiency (log_2_ ratio of RPF/RNA) for the *Ireb2* transcript in *Aco1* knockout mice and their matched controls, for the two timepoints ZT5 and ZT12. Read count is normalised to library depth. Statistical significance was evaluated by unpaired *t*-test and indicated with asterisks (** *P* < 0.001, ** *P* < 0.01, * P < 0.05). **F** As in **E**, for the *Ireb2* transcript in *Ireb2* knockout mice and their matched controls. **G** Western blot analysis of total protein extracts from the livers used for the gene expression profiling in panels **C** and **D**, i.e. the *Aco1*^*−/−*^ and matched *Aco1*^+*/*+^ mice. VINCULIN was used as a loading control to normalise ACO1/IRP1 and IREB2/IRP2 signals. **H** Quantification of Western blot signals for ACO1/IRP1 (normalised for loading via VINCULIN) from panel **G**. No ACO1 is detectable in the *Aco1*^*−/−*^ animals, as expected. ACO1 abundance is identical in the control animals at ZT5 and ZT12. **I** Quantification of Western blot signals for IREB2/IRP2 (normalised for loading via VINCULIN) from panel **G**. IREB2 is slightly upregulated in the *Aco1*^*−/−*^ vs. *Aco1*^+*/*+^ animals (not significant). IREB2 levels are increased at ZT12 vs. ZT5 (** *P* < 0.01, one-way ANOVA with Šídák’s multiple comparisons test). **J** As in **G**, but for the *Ireb2*^*−/−*^ and matched *Ireb2*^+*/*+^ animals whose livers were used for gene expression analysis in panels **E** and **F**. **K** Quantification of Western blot signals for ACO1/IRP1 (normalised for loading via VINCULIN) from panel **J**. Differences between timepoints or genotypes (*Ireb2*^*−/−*^ vs. *Ireb2*^+*/*+^) were statistically not significant (one-way ANOVA with Šídák’s multiple comparisons test). **L** Quantification of Western blot signals for IREB2/IRP2 (normalised for loading via VINCULIN) from panel **J**. IREB2 is undetectable in *Ireb2*^*−/−*^ mice as expected. The upregulation from ZT5 to ZT12 is statistically significant (* *P* < 0.05, Student’s *t*-test)

### IRP loss affects the regulation of 5′ and 3′ IRE-containing transcripts in a timepoint-specific fashion

Next, we assessed across genotypes and timepoints how 5′ IRE-containing transcripts (*Ftl1*, *Fth1*, *Alas2*) were affected in their translation efficiencies (Fig. 5A–C) and 3′ IRE-containing *Tfrc* in its RNA abundance (Fig. 5D). 

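The 6 transcripts with a 5′ IRE were examined as a list. Across the 10696 genes tested, TE differed between *Ireb2*-/- and *Ireb2*+*/*+ livers for 1 gene at ZT5, *Ireb2* itself (adjusted p below 0.05), while 750 genes had an unadjusted p under 0.05. At ZT12 it differed for 0 genes, with 381 at an unadjusted p under 0.05. Between *Aco1*-/- and *Aco1*+*/*+ livers it differed for 1 gene at ZT5, *Aco1* itself (272 at an unadjusted p under 0.05), and 10 genes at ZT12, 5 higher and 5 lower. Knockouts and controls did not overlap in TE for 11.8% of genes in the *Ireb2* line at ZT5 and 9.70% at ZT12, and for 8.64% of genes in the *Aco1* line at ZT5 and 11.1% at ZT12. Chance gives 10% for 3 against 3. The counts depended on the model and on which mice and counts entered the fit. With limma on the TE per mouse, and with RPF and RNA libraries not paired by mouse, the 10 genes of the *Aco1* line at ZT12 became 0 and 1, and the 1 gene of the *Ireb2* line at ZT5 became 0 in both. For the *Ireb2* line at ZT12, 19 genes passed when only the 6 mice compared were used, and for the *Aco1* line at ZT12, 51 passed when RNA was counted over all columns. Adjusted over the list alone, 2 of the 6 IRE transcripts changed in *Ireb2*-/- livers at ZT5 and 0 at ZT12, and in *Aco1*-/- livers 1 changed at ZT5 and 4 at ZT12. As a set, the 6 transcripts rose in *Aco1*-/- livers at ZT12 (a fry p of 0.0278), and fry gave a p of 0.127 for *Ireb2*-/- livers at ZT5 and 0.966 at ZT12. camera, which presets the correlation between genes, called the list in 8 of the 10 TE comparisons made, 3 of which held under fry, namely *Aco1*-/- against *Aco1*+*/*+ at ZT12 and the change from ZT5 to ZT12 in *Aco1*+*/*+ and in *Ireb2*-/- livers.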

In the TE analyses, we observed changes that were not only IRP-specific, but also strongly dependent on timepoint. The most striking observation was the timepoint-specificity of translational derepression in *Ireb2*^*−/−*^ mice (Fig. 5A–C, right panels). Thus, *Ftl1* and *Fth1* (and to a lesser extent *Alas2*) showed strongly increased TEs (i.e. derepression) in the absence of IREB2/IRP2 during the light phase of the day (ZT5), in line with the model that IREB2/IRP2 is the main IRE-regulating IRP in the liver [14–16]. By contrast, at the beginning of the dark phase (ZT12), we observed that TEs were low and near-identical between *Ireb2*^*−/−*^ and *Ireb2*^+*/*+^ animals (Fig. 5A–C, right panels). These findings indicated that a repressive mechanism distinct from IREB2/IRP2 was acting on the translation of IRE-containing transcripts specifically at ZT12. This mechanism was unable to compensate for IREB2/IRP2 loss at the light phase timepoint. 

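Timepoint-specificity itself was tested as the difference between the effect of IRP2 loss at ZT5 and at ZT12. On the log2 scale, the effect on TE was larger at ZT5 by 1.84 for *Ftl1* (standard error 1.04, edgeR adjusted p = 0.949), by 0.98 for *Fth1* (standard error 0.61, edgeR adjusted p = 0.954) and by 0.36 for *Alas2* (standard error 0.24, edgeR adjusted p = 0.958). Without *Ireb2*+*/*+ replicate 3 at ZT5 the difference was 1.09 for *Ftl1* and 0.56 for *Fth1*, and without *Ireb2*-/- replicate 3 at ZT12 it was 0.15 for *Alas2*. Adjusted over the list alone, none of the 3 differences passed (*Ftl1*, edgeR adjusted p = 0.297). In this test 0 of 10696 genes passed, with 562 at an unadjusted p under 0.05, and without *Ireb2*+*/*+ replicate 3 at ZT5 6 genes passed. Within *Ireb2*-/- livers, TE fell from ZT5 to ZT12 by 2.19 for *Ftl1* (standard error 0.71), by 1.67 for *Fth1* (standard error 0.43) and by 0.67 for *Alas2* (standard error 0.17). Over all genes these had edgeR adjusted p values of 0.998, 0.992 and 0.648. Over the list alone, 5 of the 6 transcripts with a 5′ IRE fell in *Ireb2*-/- livers, with an edgeR adjusted p of 0.0171, 0.00879 and 0.00582 for these 3. Within *Ireb2*+*/*+ livers the changes were −0.35 for *Ftl1* (standard error 0.76), −0.69 for *Fth1* (standard error 0.44) and −0.31 for *Alas2* (standard error 0.17), and 0 of the 6 passed over the list alone. The change of *Ftl1* in *Ireb2*+*/*+ livers rested on single mice, as it was −1.08 without replicate 3 at ZT5 and 0.30 without replicate 2 at ZT5.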

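*Ftl1* (ENSMUSG00000050708, ferritin light chain) lies on chromosome 7 of GRCm38.p6 from 45457944 to 45459886, *Fth1* (ENSMUSG00000024661, ferritin heavy chain) on chromosome 19 from 9980600 to 9985111, and *Alas2* (ENSMUSG00000025270) on chromosome X from 150547417 to 150570622. At ZT5 the log2 TE of *Ftl1* was −2.12 ± 1.54 (SD, n = 3) in *Ireb2*+*/*+ and 0.29 ± 0.13 in *Ireb2*-/- livers, a log2 fold change of 2.30 (standard error 0.71, edgeR adjusted p = 0.635). These values rest on 182 to 2133 RPF and 343 to 786 RNA counts per library. The log2 TE of *Fth1* was −1.03 ± 0.77 and 0.52 ± 0.07, a fold change of 1.52 (standard error 0.43, edgeR adjusted p = 0.599). For *Alas2* it was −0.10 ± 0.21 and 0.27 ± 0.12, a fold change of 0.35 (standard error 0.17, edgeR adjusted p = 0.707). Each of the 3 transcripts had a higher TE in each *Ireb2*-/- liver than in any *Ireb2*+*/*+ liver (exact permutation test, two-sided p = 0.1). With adjustment over the list of 6 IRE transcripts alone, *Ftl1* and *Fth1* had an edgeR adjusted p = 0.0334 each and *Alas2* 0.0978. None of the 11 alternatives brought any of the 3 past an adjusted p of 0.05 over all genes, and the fold change of *Ftl1* moved most when RNA was counted over all columns, to 2.04. One control mouse set much of the spread. The *Ftl1* TE of *Ireb2*+*/*+ replicate 3 at ZT5 was −3.85 against −1.62 and −0.89 in the other two, and without it the fold changes were 1.54 for *Ftl1*, 1.11 for *Fth1* and 0.25 for *Alas2*. Without *Ireb2*+*/*+ replicate 2 they were 2.94, 1.78 and 0.41. The RNA library of replicate 3 also stood apart, with a mitochondrial mRNA share of 0.947% against 3.07 to 7.21% in the other RNA libraries. That this library contributed to the low TE of the mouse is not excluded. *Ftl1* has a copy in the annotation, *Ftl1-ps1*. Over all libraries, its CDS held 0 RPF counts and 1 RNA count, against 15842 RNA counts in the CDS of *Ftl1*. Over all columns *Ftl1-ps1* held 36 RPF and 7380 RNA counts. The RNA value of *Ftl1* is uncertain to the extent that the counting split reads between them.

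**Figure D1:**
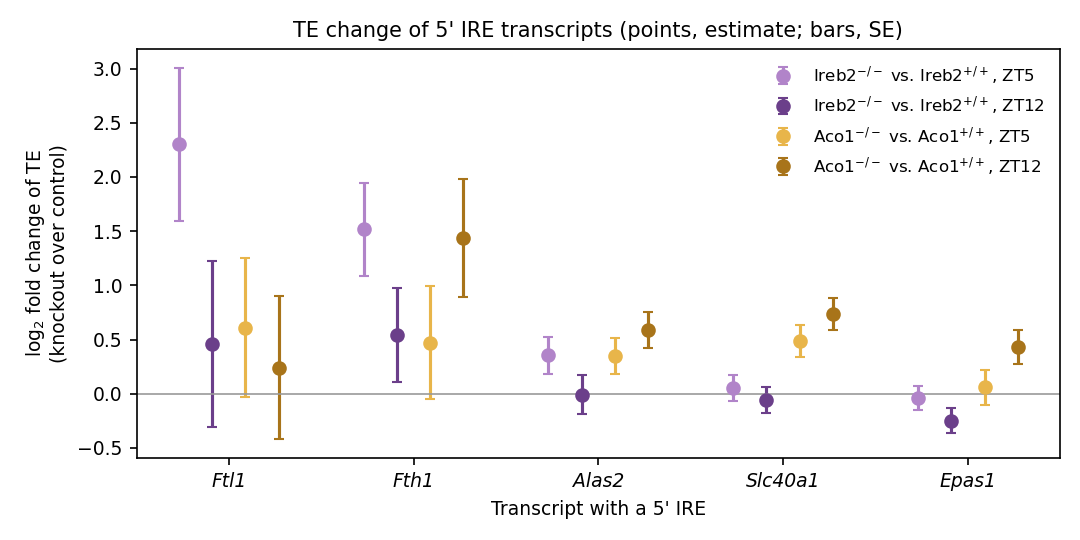
Log2 fold change in TE (vertical axis) between knockout and control livers for 5 transcripts with a 5′ IRE (horizontal axis), at ZT5 and ZT12 in the *Ireb2* and the *Aco1* line. Points are estimates from edgeR with 3 mice per group and bars are 1 standard error; *Ftl1* in the *Ireb2* line at ZT5 has the highest point, 2.30, and its bar of 0.71 on each side is among the widest.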

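At ZT12, the log2 TE of *Ftl1* was −2.42 ± 0.84 (SD, n = 3) in *Ireb2*+*/*+ and −1.92 ± 0.64 in *Ireb2*-/- livers, with a log2 fold change of 0.46 (standard error 0.76, edgeR adjusted p = 1.00). The log2 TE of *Fth1* was −1.69 ± 0.57 and −1.16 ± 0.50, with a fold change of 0.54 (standard error 0.44, edgeR adjusted p = 1.00). For *Alas2* it was −0.43 ± 0.36 and −0.41 ± 0.38, with a fold change of −0.01 (standard error 0.18). Knockouts and controls overlapped for all 3 transcripts (exact permutation test, two-sided p = 0.4 for *Ftl1* and *Fth1* and 0.9 for *Alas2*). The fold change of *Ftl1* was 0.05 without *Ireb2*+*/*+ replicate 3 and 0.97 without *Ireb2*+*/*+ replicate 2, and that of *Fth1* was 0.23 and 0.79. The sign for *Alas2* is not fixed, since the fold change was 0.20 without *Ireb2*-/- replicate 3 and −0.18 without *Ireb2*+*/*+ replicate 3.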

Timepoint-specific effects in *Ireb2*^*−/−*^ vs. *Ireb2*^+*/*+^ animals could also be observed for *Tfrc* (Fig. 5D, right panels). 

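*Tfrc* (ENSMUSG00000022797, transferrin receptor), whose IREs lie in the 3′ UTR, is on chromosome 16 of GRCm38.p6 from 32608896 to 32632794. Its CDS had 17.4 ± 11.2 RNA CPM (SD, n = 3) in *Ireb2*+*/*+ livers at ZT5 and 11.8 ± 0.588 in *Ireb2*-/- livers, from 14 to 52 counts per library. The log2 fold change was −0.53 (standard error 0.50, edgeR adjusted p = 0.912), and knockouts and controls overlapped (exact permutation test, two-sided p = 0.7). RPFs gave 25.7 ± 17.8 and 17.0 ± 5.20 CPM, with a log2 fold change of −0.59. The decrease rested on a single control, *Ireb2*+*/*+ replicate 3, which had 30.0 RNA CPM against 13.5 and 8.59 in the other two. Without it the log2 fold change was 0.00329 in RNA and 0.14 in RPF. The RNA library of this mouse had the lowest mitochondrial mRNA share of all RNA libraries (0.947%), while its RPF library lay within the range of the others.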

On the one hand, the tendency to reduced *Tfrc* levels in *Ireb2*^*−/−*^ livers (in line with the model that IRP2 protects *Tfrc* mRNA from degradation) was visible at ZT5. However, at ZT12 there was no decrease in *Tfrc* mRNA in the absence of IREB2/IRP2, and rather a trend towards increased abundance. Therefore, similarly to the TE repressive effects seen for 5′ IREs, also the mRNA stabilising effect for 3′ IRE-containing *Tfrc* did not require IRP2 at the dark-phase timepoint.

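At ZT12, *Tfrc* RNA was 33.8 ± 15.6 CPM (SD, n = 3) in *Ireb2*+*/*+ and 50.5 ± 16.6 in *Ireb2*-/- livers (log2 fold change 0.63, standard error 0.42, edgeR adjusted p = 1.00; exact permutation test, two-sided p = 0.3). RPFs were 46.6 ± 29.5 and 72.2 ± 28.5 CPM (log2 fold change 0.60). Without *Ireb2*+*/*+ replicate 3 the fold change was 1.02 in RNA and 1.29 in RPF, and it was 0.31 in RNA without *Ireb2*+*/*+ replicate 2 and 0.30 in RPF without *Ireb2*-/- replicate 3. From ZT5 to ZT12, *Tfrc* RNA rose by a log2 fold change of 2.07 in *Ireb2*-/- livers (standard error 0.46, edgeR adjusted p = 0.0462) and of 0.92 in *Ireb2*+*/*+ livers (standard error 0.47, edgeR adjusted p = 0.408). The difference between these rises was not tested. The smaller one starts from controls at ZT5 that include replicate 3, with a log2 *Tfrc* RNA of 4.92 against 3.77 and 3.15 in the others. A stronger rise without IRP2 is therefore not shown.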

**Fig. 5:**
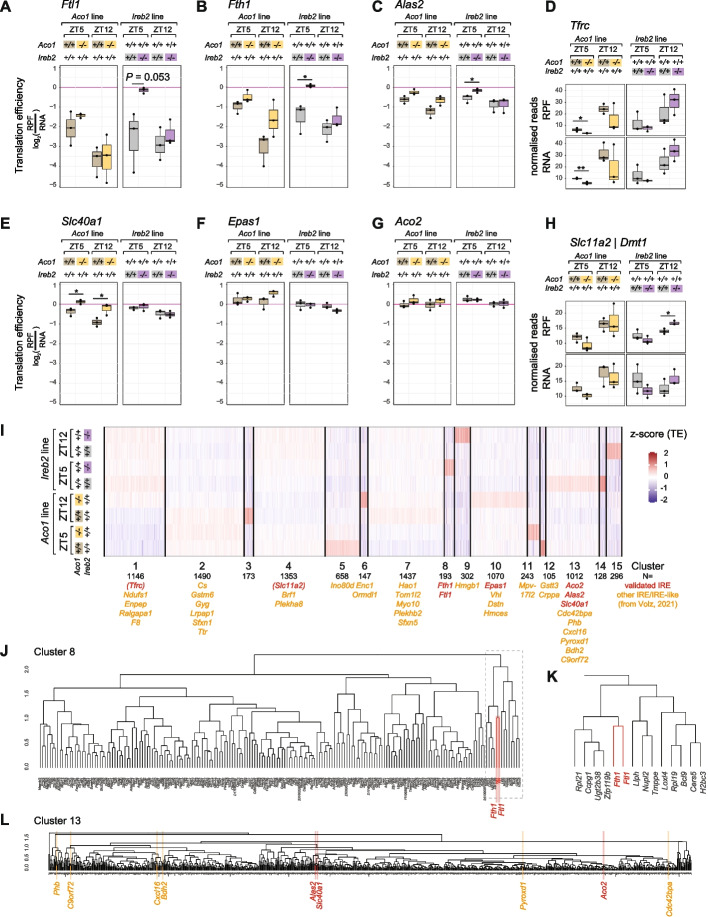
Timepoint- and transcript-dependence of derepression upon loss of ACO1/IRP1 vs. IREB2/IRP2. **A** Translation efficiency analysis for *Ftl1* at ZT5 and ZT12 in the *Aco1* line (*Aco1*^*−/−*^ vs. *Aco1*^+*/*+^ in ochre and grey, respectively) in the left panel and for *Ireb2* line (*Ireb2*^*−/−*^ vs. *Ireb2*^+*/*+^ in purple and grey, respectively) in the right panel. Statistical significance was evaluated by unpaired *t*-test and indicated with asterisks (*** *P* < 0.001, ** *P* < 0.01, * P < 0.05). **B** As in **A**, for *Fth1*. **C** As in **A**, for *Alas2*. **D** RPF (upper) and RNA (lower) normalised reads for *Tfrc* at ZT5 and ZT12 in the *Aco1* line (*Aco1*^*−/−*^ vs. *Aco1*^+*/*+^ in ochre and grey, respectively) in the left panel and for *Ireb2* line (*Ireb2*^*−/−*^ vs. *Ireb2*^+*/*+^ in purple and grey, respectively) in the right panel. Statistical significance was evaluated by unpaired *t*-test and indicated with asterisks (*** *P* < 0.001, ** *P* < 0.01, * P < 0.05). **E** As in **A**, for *Slc40a1*. **F** As in **A**, for *Epas1*. **G** As in **A**, for *Aco2*. **H** As in **D** for *Slc11a2/Dmt1*. **I** K-means clustering analysis on *z*-score-transformed TE profiles across all eight conditions (2 timepoints, 4 genotypes; replicate means were used). The numbering of the 15 clusters and the gene count are given below the heatmap. Below the clusters, the known/validated IRE-containing transcripts are highlighted in red, with (*Tfrc* and *Slc11a2* in parentheses, given that their IRE-regulation is not at the level of TE, but of RNA stability). Predicted IRE-like mRNAs from a list in [47] are highlighted in orange. Note that the two most rhythmically translated IRE-containing mRNAs, *Ftl1* and *Fth1* are found together in cluster 8. Several other IRE transcripts are enriched in cluster 13. **J** Hierarchical clustering according to the similarity in TE profiles for transcripts in cluster 8 from panel **I**. *Ftl1* and *Fth1* cluster together (marked in red). **K** Zoom into the part of cluster 8 that contains *Ftl1* and *Fth1* in the direct vicinity (marked in red). The unsupervised clustering thus confirms that these two transcripts indeed have a distinct mode of (rhythmic) regulation that sets them apart from other transcripts, even IRE-containing ones. **L** Hierarchical clustering according to the similarity in TE profiles for transcripts belonging to cluster 13 from panel **I**, which contains several validated (red) and predicted (orange) IRE-containing transcripts, possibly indicating common regulatory mechanisms and, in particular, similar “set-points”

We next analysed the effects associated with the absence of IRP1 (*Aco1*^*−/−*^ vs. *Aco1*^+*/*+^ animals). Previous work has demonstrated that FTL1 protein levels are unchanged in the livers of IRP1-deficient mice, including under low- and high-iron diets [14]. Indeed, *Ftl1* TE was overall similar between *Aco1*^*−/−*^ and *Aco1*^+*/*+^ animals (Fig. 5A, left panel). 

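The log2 TE of *Ftl1* was −1.61 ± 0.86 (SD, n = 3) in *Aco1*+*/*+ and −0.97 ± 0.10 in *Aco1*-/- livers at ZT5, a log2 fold change of 0.61 (standard error 0.64, edgeR adjusted p = 1.00; exact permutation test, two-sided p = 0.4). The fold change at ZT5 was 0.14 without *Aco1*+*/*+ replicate 1 and 1.11 without *Aco1*+*/*+ replicate 2. At ZT12 it was −3.22 ± 0.78 and −3.07 ± 1.19, a fold change of 0.24 (standard error 0.66, edgeR adjusted p = 0.976; exact permutation test, two-sided p = 0.9). At ZT12 the sign depended on single mice, as the fold change was −0.35 without *Aco1*-/- replicate 2 and 0.74 without *Aco1*-/- replicate 1.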

For *Fth1* and *Alas2,* some translational derepression was visible at ZT5 and, in particular for *Fth1*, also at ZT12 (Fig. 5B and C, left panels; effects not statistically significant). As a result, the differences between TEs at peak (ZT5) and trough (ZT12) were reduced in *Aco1*^*−/−*^ vs. *Aco1*^+*/*+^ animals, indicating slightly blunted amplitudes of rhythmic *Fth1* and *Alas2* translation when ACO1/IRP1 was absent. 

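*Fth1* TE was −0.51 ± 0.32 (log2, SD, n = 3) in *Aco1*+*/*+ and −0.04 ± 0.33 in *Aco1*-/- livers at ZT5, with no overlap and a log2 fold change of 0.47 (standard error 0.52, edgeR adjusted p = 1.00). At ZT12 it was −2.59 ± 0.83 and −1.15 ± 0.94, a fold change of 1.44 (standard error 0.54, edgeR adjusted p = 0.671; exact permutation test, two-sided p = 0.2). With single mice left out, the fold change of *Fth1* ranged from 0.29 to 0.59 at ZT5 and from 0.95, without *Aco1*-/- replicate 3, to 1.87, without *Aco1*-/- replicate 1, at ZT12. *Alas2* TE was −0.16 ± 0.19 and 0.20 ± 0.16 at ZT5, a fold change of 0.35 (standard error 0.16, edgeR adjusted p = 1.00), and −0.76 ± 0.31 and −0.18 ± 0.20 at ZT12, a fold change of 0.59 (standard error 0.17, edgeR adjusted p = 0.238). For *Alas2* each knockout lay above each control at both timepoints. When the 6 IRE transcripts alone were adjusted for, *Fth1* had an edgeR adjusted p = 0.0416 and *Alas2* an adjusted p = 0.00299 at ZT12, against 0.467 and 0.122 at ZT5. *Fth1* RNA was lower in *Aco1*-/- livers at ZT12 (log2 fold change −0.50, standard error 0.16, edgeR adjusted p = 0.472), so part of its higher RPF/RNA ratio came from RNA.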

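From ZT5 to ZT12, the log2 TE of *Fth1* fell by 2.06 in *Aco1*+*/*+ livers (standard error 0.53) and by 1.09 in *Aco1*-/- livers (standard error 0.53). For *Alas2* it fell by 0.59 (standard error 0.16) and by 0.35 (standard error 0.17), and for *Ftl1* the change was −1.61 (standard error 0.66) and −1.98 (standard error 0.64). Among the 6 IRE transcripts, adjusted over this list alone, 3 fell in *Aco1*+*/*+ livers (edgeR adjusted p = 0.00876 for *Fth1*, adjusted p = 0.00273 for *Alas2* and for *Slc40a1*) and 0 in *Aco1*-/- livers. The difference between the 2 genotypes in this change, tested directly, gave an effect of IRP1 loss that was smaller at ZT5 than at ZT12, by −0.96 for *Fth1* (standard error 0.75) and −0.24 for *Alas2* (standard error 0.23), each with an edgeR adjusted p of 0.993. With single mice left out it ranged from −1.39 to −0.48 for *Fth1* and from −0.37 to −0.08 for *Alas2*. Neither difference is separated from 0 by this test.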

Finally, changes in *Tfrc* mRNA abundance were overall consistent with the effects seen for *Fth1* and *Alas2* TEs. Thus, *Tfrc* mRNA levels were lower in the absence of IRP1 at both timepoints (Fig. 5D, left panels; statistically significant at ZT5 but not at ZT12 due to variability across biological replicates). 

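*Tfrc* RNA was 14.6 ± 1.81 CPM (SD, n = 3) in *Aco1*+*/*+ and 8.67 ± 1.29 in *Aco1*-/- livers at ZT5, a log2 fold change of −0.79 (standard error 0.61, edgeR adjusted p = 1.00). Each knockout lay below each control (exact permutation test, two-sided p = 0.1). At ZT12 it was 46.3 ± 11.9 and 28.1 ± 26.1, a log2 fold change of −1.03 (standard error 0.52, edgeR adjusted p = 0.698; exact permutation test, two-sided p = 0.3). One *Aco1*-/- mouse at ZT12, replicate 1, had 58.0 CPM against 16.2 and 10.1 in the other two. Without it the log2 fold change at ZT12 was −1.81 (edgeR adjusted p = 0.000176), and without *Aco1*-/- replicate 3 it was −0.57. RPFs of *Tfrc* were 14.9 ± 4.37 and 7.69 ± 0.644 CPM at ZT5 and 55.3 ± 10.1 and 34.4 ± 28.1 at ZT12.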

We concluded that despite the generally held model that IRP1 has little effect on IRE regulation in the liver, specific differences between knockouts and controls were apparent. However, these did not reach statistical significance due to the relatively low sample size (3 animals per group) and considerable variability across mice.

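Across the 8 groups of 3 mice, the SD of *Ftl1* TE between mice ranged from 0.10 to 1.54 on the log2 scale, that of *Fth1* from 0.07 to 0.94 and that of *Alas2* from 0.12 to 0.38. The standard errors of the fold changes for *Ftl1* and *Fth1* between *Aco1*-/- and *Aco1*+*/*+ livers, between 0.52 and 0.66, are as large as the effects at ZT5.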

In summary, the above analyses uncovered a complex relationship between timepoint (ZT5, ZT12) and genotype (*Aco1*^*−/−*^ vs. *Aco1*^+*/*+^; *Ireb2*^*−/−*^ vs. *Ireb2*^+*/*+^) in the regulation of several IRE-containing mRNAs. Our data indicate that IRP2 is not solely responsible for IRE regulation in the liver. Especially at ZT12, IRP2 actually appears to be dispensable for translational repression. Our analyses further revealed that the absence of IRP1 affects the regulation of IRE-containing mRNAs, in particular at ZT12. 

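At ZT5 the 6 transcripts with a 5′ IRE all had a higher estimated TE in *Aco1*-/- than in *Aco1*+*/*+ livers, with a median log2 fold change of 0.41 (a fry set test p of 0.148). At ZT12 the 6 were again higher, with a median of 0.51. The difference between the 2 timepoints had a median of −0.25 over the list (a fry p of 0.455), so the larger effect at ZT12 is not separated from the one at ZT5 by this test. The paper states that IRP2 alone does not account for IRE regulation in liver.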

Taken together, it is conceivable that for rhythmically regulated IRE transcripts, IRP activities are partitioned and partially redundant according to time-of-day, with IRP2 dominating regulation at ZT5 (light phase) and IRP1 able to act at ZT12 (dark phase).

### Distinct timepoint-dependent regulation and basal repressed states distinguish core iron metabolic and other 5′ IRE-containing transcripts

Beyond the four transcripts analysed in the previous section, several other mRNAs contain validated IREs (e.g. Fig. 1D), and many more have been predicted [47]. A recent study has proposed that across different IRE-containing transcripts in rat liver, translational control through IRPs follows a hierarchy based on different iron concentration set-points at which translational repression occurs [48]. Thus, IRE-containing mRNAs encoding core iron storage factors (e.g. Ferritins) are translationally repressed under normal physiological conditions and chow diet (i.e. “regular” cellular iron levels; our animals were fed a normal chow diet throughout), whereas those mRNAs that encode proteins with broader physiological roles are actively translated under these conditions (e.g. *Aco2*, encoding the TCA cycle enzyme, mitochondrial aconitase). Under iron overload, the former transcripts would undergo derepression, yet the latter only experience little additional stimulation of translation. Upon iron deficiency, by contrast, *Aco2* is highly responsive and becomes strongly repressed. Interestingly, it was proposed that IRP1 contributes to this set-point mechanism through the kinetics of IRP1:IRE dissociation [48]. Conceivably, similar mechanisms may also underlie the differences that we observe in rhythmic regulation. Indeed, in the control mice, *Ftl1* and *Fth1* (encoding core iron management proteins) were generally more strongly repressed than *Alas2* (encoding a broader function protein involved in heme biosynthesis) — see TE values in the wild-type animals in Fig. 5A–C that were in the range of − 4 to − 1 for *Ftl1* and *Fth1*, but around − 1.5 to − 0.5 for *Alas2*. 

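Over the 12 control livers of both lines and timepoints, the log2 TE of *Ftl1* lay between −4.09 and −0.76 (median −2.47) and that of *Fth1* between −3.54 and −0.28 (median −1.38). That of *Alas2* lay between −1.105 and 0.04 (median −0.30). Among the TEs of all genes in the same libraries, which had quartiles of −0.60, 0.06 and 0.57, these medians stand at percentiles 1.47, 8.39 and 34.8. The order of the 3 medians does not depend on the zero of the scale.

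**Figure D2:**
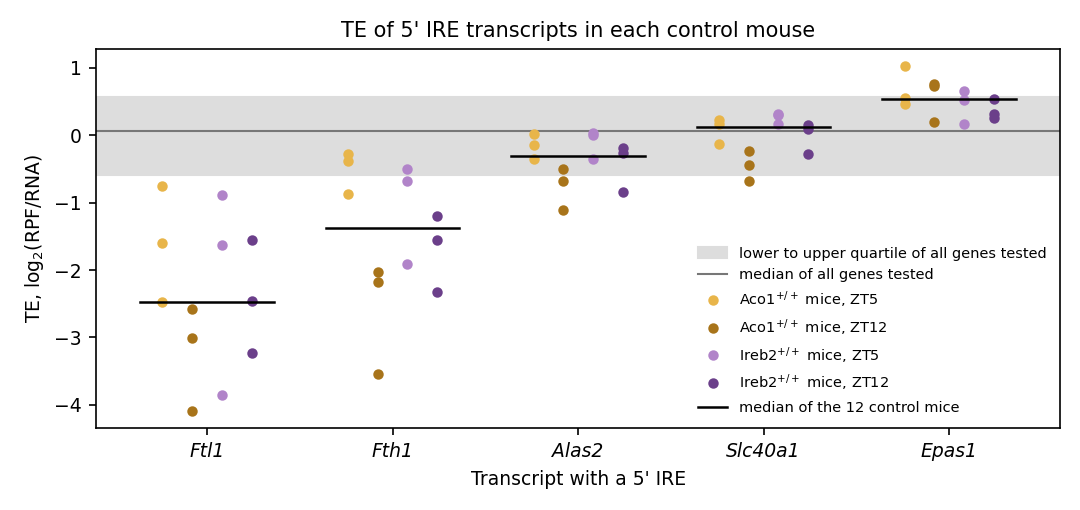
Log2 TE (vertical axis) of 5 transcripts with a 5′ IRE (horizontal axis) in each of the 12 control mice, where a point is 1 mouse and the shaded band spans the quartiles of all genes, −0.60 to 0.57. *Ftl1* and *Fth1* lie mostly below the band, down to −4.09, and spread more between mice than the other transcripts.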

Note that TE values are derived from RPF/RNA ratios and can be compared across different transcripts quantified from the same libraries.

In order to investigate this phenomenon more globally, we set out to analyse the TEs of other IRE-containing mRNAs in our datasets. First, we explored the group of transcripts with documented 5′ IREs that only presented weak, or no, rhythmicity in our original dataset [6] and that are shown in Fig. 1D. 

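*Slc40a1* (ENSMUSG00000025993) lies on chromosome 1 of GRCm38.p6 from 45908070 to 45926532 and *Epas1* (ENSMUSG00000024140) on chromosome 17 from 86753864 to 86833410. In the 12 control livers, the log2 TE of *Slc40a1* lay between −0.67 and 0.32 and that of *Epas1* between 0.17 and 1.02. Their medians stand at percentiles 52.7 and 72.8 of all genes.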

Consistent with the validity of the “set-point model”, these transcripts all showed high basal TEs (− 1 to + 0.5) and IRP deficiency led, at most, to modest stimulation of translation (Fig. 5E–G). Thus, in *Ireb2*^*−/−*^ animals, *Slc40a1/Ferroportin*, *Epas2/Hif2a* and *Aco2* were only weakly altered in their TEs at either timepoint (Fig. 5E–G, right panels). 

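At ZT5 the log2 fold change in TE between *Ireb2*-/- and *Ireb2*+*/*+ livers was 0.05 for *Slc40a1* (standard error 0.12, edgeR adjusted p = 0.960) and −0.04 for *Epas1* (standard error 0.11, edgeR adjusted p = 0.973). At ZT12 it was −0.06 for *Slc40a1* and −0.25 for *Epas1*. These values lie within about 1 standard error of 0 apart from *Epas1* at ZT12 (standard error 0.11), whose TE was lower in each *Ireb2*-/- liver than in any control but did not pass over all genes (edgeR adjusted p = 1.00) or over the list alone (adjusted p = 0.201). The signs for *Slc40a1* and *Epas1* at ZT5 and for *Slc40a1* at ZT12 changed when single mice were left out.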

In *Aco1/Irp1* knockouts, significant derepression was observable at both ZT5 and ZT12 for *Slc40a1/Ferroportin* (encoding a protein in the core iron metabolic machinery that functions as an iron exporter [48]; Fig. 5E, left panel). 

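TE of *Slc40a1* on the log2 scale rose from 0.09 in *Aco1*+*/*+ to 0.57 in *Aco1*-/- livers at ZT5 (means of n = 3), a log2 fold change of 0.48 (standard error 0.15, edgeR adjusted p = 1.00). At ZT12 it rose from −0.45 to 0.26, a fold change of 0.74 (standard error 0.15, edgeR adjusted p = 0.0171). Each knockout lay above each control at both timepoints (exact permutation test, two-sided p = 0.1). Adjusted over the list of 6 IRE transcripts alone, p was 0.0136 at ZT5 and 9.59e-05 at ZT12. The call at ZT12 was lost in 3 of the 6 fits that each left out one mouse, and the fold change stayed between 0.63 and 0.85 in these fits. The edgeR adjusted p was 0.305 without *Aco1*+*/*+ replicate 1, 0.138 without *Aco1*+*/*+ replicate 2 and 0.0517 without *Aco1*-/- replicate 2. It was also lost in 5 of the 10 other alternatives that gave an adjusted p, namely limma on the TE per mouse, RPF and RNA libraries not paired by mouse, the first sequencing run only, only the 6 mice compared, and genes of at least 10 counts in every library. *Slc40a1* was one of 10 genes past the threshold in this comparison. Among the others were *mt-Co1* (log2 fold change 0.83, edgeR adjusted p = 0.00100), *Mrfap1* (−1.81, edgeR adjusted p = 0.00309) and, from the family of near-identical *Mup* genes, *Mup20* (1.04) and *Mup12* (−2.05). *mt-Co1* is a mitochondrial mRNA, and the share of all mitochondrial mRNA was higher in RPF and RNA libraries of these knockouts.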

For *Epas1/Hif2a* a small effect was apparent at ZT12 (Fig. 5F, left panel; statistically not significant; please note that a previous report had suggested specific *Epas1/Hif2a* regulation through IRP1 in the liver [16]). 

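The TE of *Epas1* was 0.68 (log2 mean, n = 3) in *Aco1*+*/*+ and 0.73 in *Aco1*-/- livers at ZT5, a log2 fold change of 0.06 (standard error 0.16). At ZT12 it was 0.56 and 1.00, a fold change of 0.43 (standard error 0.16, edgeR adjusted p = 0.489), and adjusted over the list alone its p was 0.0164. With single mice left out the fold change at ZT5 ranged from −0.04, without *Aco1*+*/*+ replicate 1, to 0.21, without *Aco1*+*/*+ replicate 3. The fold change at ZT12 was 0.25 without *Aco1*+*/*+ replicate 1, and also 0.25 with the first sequencing run only.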

The effect size of derepression for *Aco2* was quantitatively minimal as well (Fig. 5G, left panel). Finally, we also analysed possible gene expression changes for *Slc11a2/Dmt1*, which bears an IRE in its 3′ UTR [49]. *Slc11a2* RNA levels changed in a similar fashion to what we had observed for *Tfrc* upon loss of IRP1 or IRP2 (compare Fig. 5H to Fig. 5D).

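*Slc11a2* (ENSMUSG00000023030) lies on chromosome 15 of GRCm38.p6 from 100387898 to 100424209. Its RNA was 16.7 ± 5.17 CPM (SD, n = 3) in *Ireb2*+*/*+ and 13.2 ± 2.27 in *Ireb2*-/- livers at ZT5 (log2 fold change −0.27, standard error 0.25, edgeR adjusted p = 0.909), and 13.8 ± 3.28 and 18.2 ± 4.12 at ZT12 (log2 fold change 0.41, standard error 0.26, edgeR adjusted p = 1.00). In the *Aco1* line it was 14.2 ± 2.34 in *Aco1*+*/*+ and 11.4 ± 1.31 in *Aco1*-/- livers at ZT5 (log2 fold change −0.33, standard error 0.25), and 20.0 ± 4.74 and 18.2 ± 4.56 at ZT12 (log2 fold change −0.20, standard error 0.24, edgeR adjusted p = 0.886). The 4 fold changes had the same signs as those of *Tfrc*, and knockouts and controls overlapped in each (exact permutation test, two-sided p = 0.4 and 0.3 in the *Ireb2* line and 0.3 and 1.0 in the *Aco1* line, ZT5 before ZT12). With single mice left out, the fold change in the *Ireb2* line ranged from −0.54, without *Ireb2*+*/*+ replicate 1, to −0.02, without *Ireb2*+*/*+ replicate 3, at ZT5 and from 0.23 to 0.56 at ZT12, and in the *Aco1* line from −0.41 to −0.21 at ZT5 and from −0.40 to −0.06 at ZT12. Leaving out the same *Ireb2*+*/*+ replicate 3 at ZT5 also removed the decrease of *Tfrc* RNA. With the first sequencing run alone, the fold change in *Aco1*-/- livers at ZT12 was 0.19. In RPF the fold change was −0.16 at ZT5 and 0.33 at ZT12 in the *Ireb2* line (edgeR adjusted p = 0.592 at ZT12), where each knockout lay above each control.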

Next, we set out to classify transcripts in a comprehensive fashion, according to how their translation rates were affected across conditions in our ribo-seq datasets. To this end, we used k-means clustering to partition the transcriptome into overall 15 clusters according to the similarity of their z-score-transformed TE profiles (Fig. 5I and Additional file 2: Table S1). 

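k-means was run with 15 centres, the number the paper used, and 25 random starts, on z-scores of the mean log2 TE of each of the 8 conditions, for 9581 genes. The genes were those of Table S1 that the counts also list, and a prior count of 0.5 was added before the ratio. The copy of Table S1 at hand lists 9752 genes, 1 fewer than the 9753 of the figure. Clusters held between 468 and 955 genes. On simulated profiles with known clusters and the noise of these libraries, the adjusted Rand index between found and true clusters was 0.418. Against the 15 clusters, the index was 0.41 with 10 centres, 0.35 with 20 centres, 0.62 with the genes that pass edgeR's filter and between 0.15 and 0.22 with 1 replicate of each group left out, so the borders between clusters move with the mice included.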

Validated IRE-containing transcripts and predicted IRE-like mRNAs (list from [47]) were found in several clusters. The two most rhythmically translated IRE-containing mRNAs, *Ftl1* and *Fth1* — but no other (validated or predicted) IRE transcripts — were found together in a common cluster (cluster 8), where they were grouped in the immediate neighbourhood (Fig. 5J and K), consistent with their distinct strongly rhythmic regulation. 

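*Ftl1* and *Fth1* fell together in a cluster of 592 genes that held no other of the 6 transcripts with a 5′ IRE. Their profiles over the 8 conditions had a Pearson correlation of 0.91, and 2 of the 9581 genes had a profile closer to *Ftl1* than *Fth1* did. With 20 centres, and with the genes that pass edgeR's filter, the 2 transcripts were parted. With z-scores of linear TE their cluster held 3 of the 6 transcripts. Without replicate 1, and without replicate 2, of every group their cluster held 5 of the 6 transcripts. The correlation ranged from 0.84, without replicate 2, to 0.96, without replicate 3. Without replicate 2, 44 genes had a profile closer to *Ftl1* than *Fth1* did, and without replicate 3, 0 did. The correlation is across 8 group means and carries no p-value, since genes with a high TE at ZT5 share the same 8 groups of mice.

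**Figure D3:**
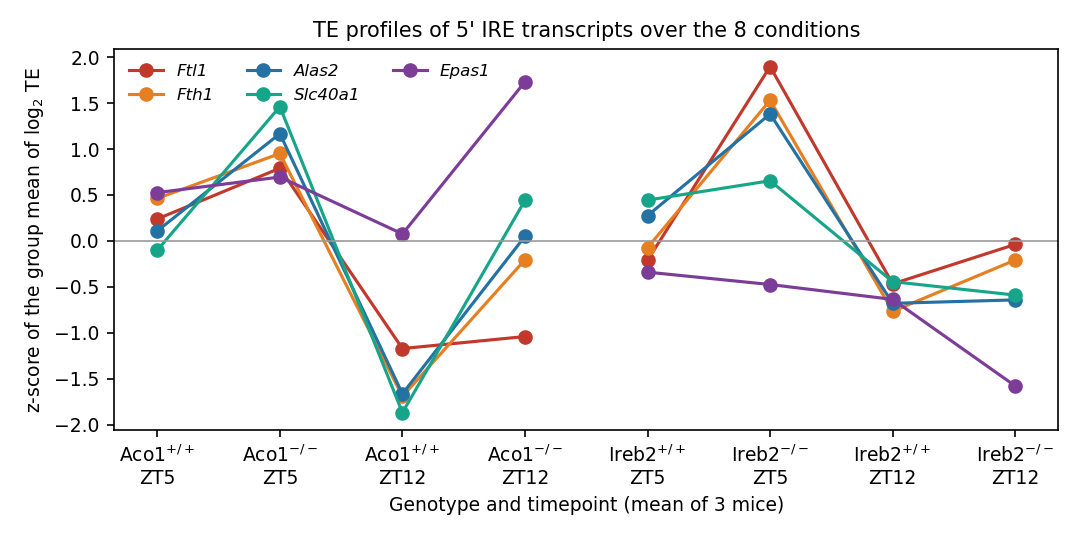
z-scores of the mean log2 TE (vertical axis) of 5 transcripts with a 5′ IRE in the 8 conditions (horizontal axis), 1 line for each transcript and 3 mice for each condition. The lines of *Ftl1* and *Fth1* run close together (correlation 0.91) while that of *Epas1* departs from *Ftl1* (−0.24).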

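With 15 centres, *Alas2* fell in a cluster of 527 genes and was parted from *Slc40a1*. With 10 or 20 centres, with the genes that pass edgeR's filter, and in each of the 3 fits without 1 replicate of every group, *Alas2* and *Slc40a1* shared a cluster.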

Another cluster (cluster 13) contained several 5′ IRE transcripts (*Aco2*, *Alas2*, *Slc40a1*, and predicted IRE-like candidates; see Fig. 5I-L), in line with common regulatory mechanisms and possible similar “set-points”. Within cluster 13, the close vicinity of *Alas2* and *Slc40a1*, as compared to the more distant *Aco2* (Fig. 5L), recapitulated the differences in the magnitude of derepression seen in the individual transcript analyses shown in Fig. 5C, E, G.

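Over the 8 conditions the TE profile of *Alas2* had a correlation of 0.93 with that of *Slc40a1*, and 4 of the 9581 genes were closer to *Alas2*. Over the alternatives the correlation lay between 0.86, without replicate 2 of every group, and 0.95, without replicate 1. In these fits 12 and 0 genes were closer to *Alas2*.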

In summary, the above analyses support the idea that the observability of rhythmicity on IRE-containing transcripts depends on whether in the basal state, these mRNAs are strongly repressed, which allows for a timepoint-dependent derepression as a function of reduced IRP activity.

### IRP/IRE rhythmicity follows feeding-fasting cycles 

We next aimed to gain insights into upstream regulatory mechanisms that drive the observed IRP/IRE rhythms. First, we asked the question if the phenomenon was *bona fide* circadian clock-driven, depending on functional clocks locally in hepatocytes and/or systemically in the whole organism, or if other rhythmicity cues were involved. Briefly, it is well established that various direct and indirect mechanisms, alone or in combination, are involved in driving gene expression oscillations in the liver (reviewed in [50]). A considerable proportion of rhythmic mRNA expression is thus driven transcriptionally and directly through the cellular core clock. However, numerous cases of hepatic gene expression oscillations still persist in the absence of local liver clocks, as they are driven by systemic cues. The underlying mechanisms include, for example, oscillations in body temperature that are generated by the master clock in the SCN and lead to changes in the activity of the transcription factor *Hsf1*, which in turn drives transcriptional oscillations without the obligatory involvement of local hepatocyte clocks [51–53]. Moreover, feeding/fasting cycles (that are a consequence of behavioural rhythmicity) are an important timing cue for metabolically active peripheral organs. Rhythmic feeding is a well-established *Zeitgeber* for the entrainment of hepatic clocks and, in addition, feeding-dependent signals also regulate gene expression directly, without the need of local hepatocyte clocks. For example, the nutrient-responsive mTOR pathway undergoes daily activation cycles in response to feeding, regulating the translation of ribosomal protein mRNAs containing regulatory 5′ TOP motifs [6, 54, 55], showing maximal translation at the light–dark transition, i.e. in antiphase to IRP/IRE translation rhythms.

In order to explore at which level in the organism a circadian clock was required for IRP/IRE rhythms, we used the oscillations of *Tfrc* mRNA as a proxy for rhythmic IRP/IRE regulation. This allowed us to take advantage of numerous published around-the-clock RNA-seq datasets from wild-type and clock-deficient mice under a variety of feeding regimes. First, we analysed the RNA-seq data from a recent study [56] that used three different genetic animal models: wild-type, *Bmal1* knockout (i.e. behaviourally arrhythmic with no functional clocks in the entire body) and liver-specific *Bmal1* re-expression (i.e. behaviourally arrhythmic, with functional clocks only in hepatocytes), either fed ad libitum or night-restricted. Night-restricted feeding exacerbated *Tfrc* rhythmicity in wild-type mice (Fig. 6A, upper). In *Bmal1* KO mice, *Tfrc* was arrhythmic under ad libitum feeding, yet rhythmicity was re-installed under night-feeding (Fig. 6A, middle) and in *Bmal1* re-expression mice, *Tfrc* regained rhythmicity under night-feeding (Fig. 6A, lower). This data was fully compatible with a model according to which local clocks (liver) or a circadian master clock (SCN) were per se not essential for *Tfrc* rhythmicity, as long as feeding-fasting cycles persisted. We confirmed this conclusion in two other datasets. Atger et al. [7] collected livers from night-fed full-body *Bmal1* KO vs. wild-type mice and applied an RNA-seq methodology to quantify both mRNA and pre-mRNA levels. In this experiment, *Tfrc* mRNA rhythms are indistinguishable between the circadian clock-deficient *Bmal1* KO and the control animals under imposed night-feeding (Fig. 6B, upper panel), and pre-mRNA (transcription) is identical and arrhythmic in both genotypes (Fig. 6B, lower panel). We concluded that rhythmic feeding was sufficient to induce post-transcriptionally generated *Tfrc* mRNA oscillations in the absence of an endogenous circadian system. Next, we used the study by Greenwell et al. [57] to investigate the complementary scenario, i.e. how *Tfrc* rhythmicity in the liver fares in the presence of a wild-type circadian system, but in the absence of feeding/fasting cycles (Fig. 6C). The analysis of four different feeding regimens from night-restricted (100% food intake during the dark phase) to ad libitum (~ 76% during dark), “damped”/almost entirely arrhythmic feeding (~ 56% during dark) and arrhythmic feeding (~ 51% of food intake during dark vs. ~ 49% during light phase), revealed a gradual disappearance of *Tfrc* rhythmicity that scaled with the loss of feeding/fasting cycles (Fig. 6C). Finally, we analysed data comprised in the study by Manella et al. [58] in which wild-type mice were subjected to ad libitum or to light phase-restricted feeding (using an experimental protocol known to have little influence on the phase of the liver clock), which revealed that the peak in *Tfrc* mRNA accumulation was inverted and followed feeding rhythms rather than the light–dark cycle (Fig. 6D). From the above analyses that probe the relative importance of the circadian system vs. feeding/fasting cycles for the rhythmic accumulation of *Tfrc*, we can conclude that it is via the latter mechanism — feeding — that *Tfrc* mRNA oscillations are engendered. By extension, we propose that feeding-related timing cues constitute a physiological basis for rhythmicity of the IRP/IRE system in the liver.

**Fig. 6:**
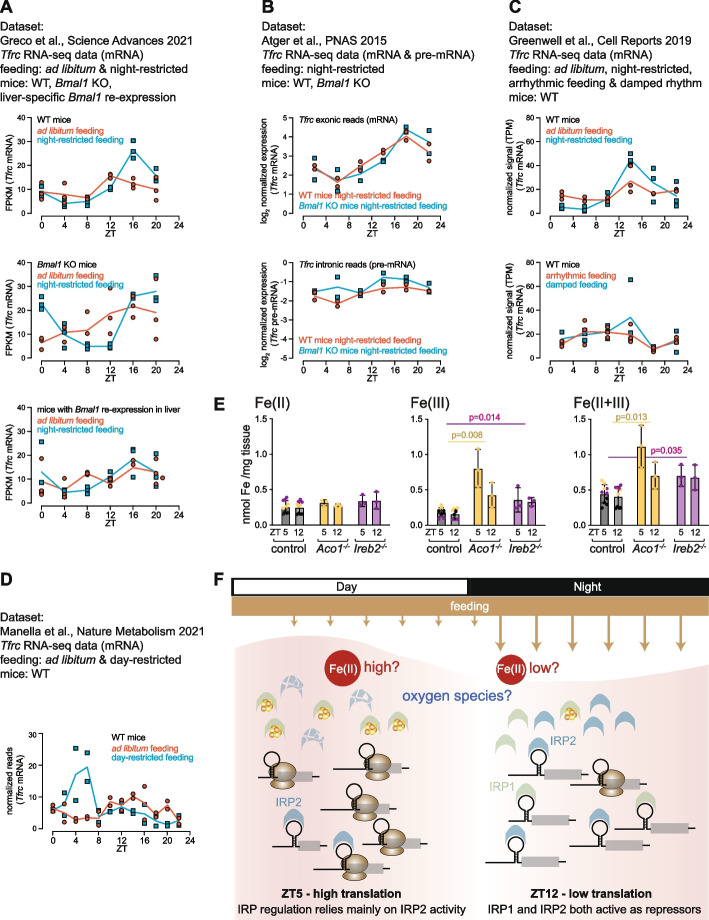
*Tfrc* oscillations follow feeding/fasting rhythms rather than the circadian clock. **A** Plotting of liver *Tfrc* expression data from the study by Greco et al. [56], which included two feeding paradigms (ad libitum vs. night-restricted) and three genotypes (WT, full-body clock-deficient *Arntl/Bmal1* KO, liver re-expression *Arntl/Bmal1*). The upper panel shows that night-restricted feeding exacerbates rhythmicity. The middle panel shows that night-restricted feeding restores rhythmicity in an otherwise circadian clock-deficient animal. A similar outcome is seen in the *Bmal1* re-expression animals shown in the lower panel. **B** Analogous to **A** using the data from Atger et al. [7] that contains both mRNA and pre-mRNA reads. Thus, under night-restricted feeding, wild-type and clock-deficient *Arntl/Bmal1* knockout animals show near-identical *Tfrc* oscillations (upper panel). These oscillations are post-transcriptionally generated, given that *Tfrc* pre-mRNA levels are not rhythmic (lower panel). **C** Analogous to **A** and **B** using the data from Greenwell et al. [57]. The upper panel compares ad libitum and night-restricted feeding effects on *Tfrc*, with the latter showing higher-amplitude rhythms. The lower panel shows the loss of *Tfrc* rhythms in wild-type animals (i.e. containing a functional clock) when feeding becomes gradually less rhythmic. **D** Analysis of the dataset from Manella et al. [58] which compares wild-type animals that are ad libitum-fed vs. exclusively day-fed. Day-feeding inverts the *Tfrc* rhythmicity. **E** Measurement of tissue iron levels at ZT5 and ZT12 across liver samples from the *Aco1* KO/controls in ochre and the *Ireb2* KO/controls in violet (same animals as in Fig. 4). Eight additional liver samples from independent, age-matched male mice (C57BL/6 background) were included, in black, to obtain more replicates in the controls. Still, the differences between ZT5 and ZT12 were not significant. Indicated comparisons between *Aco1* KO vs. controls and *Ireb2* KO vs. control were significant for Fe(III) and Fe(II + III), in line with iron storage phenotype. Two-tailed, unpaired, parametric *t*-test. **F** Proposed model for rhythmic regulation of IRP/IRE activity. Left side — during the light phase (ZT5, coinciding with fasting phase in ad libitum fed mice): IRP2 levels are relatively lower, but still able to exert some translational inhibition on their targets. This is why in *Ireb2/Irp2*-deficient animals, depression is seen. IRP1 is less active, likely due to Fe–S cluster assembly that precludes its IRE binding and this may be brought about by increased Fe(II) levels or other cues such as oxygen fluctuations. Right side — at beginning of dark phase (ZT12, feeding phase): IRP2 is abundant and actively repressing, but IRP1 is also active and can compensate for the loss of IRP2 in the corresponding *Ireb2/Irp2*-deficient animals

Iron itself controls IRE-binding activity for IRP1 and protein stability for IRP2 (Fig. 1B). Rhythmicity in intracellular, bioactive iron (the so-called labile iron pool, or LIP [59]) could therefore represent a plausible driver for the observed diurnal gene expression changes. However, the measurement of the relevant levels of Fe(II) — i.e. ferrous iron that is available to engage in regulation on IRPs in the cytoplasm of the hepatocytes, rather than more stably bound in other Fe–S-cluster-containing proteins — next to other Fe iron pools and sources within the tissue, is a major challenge in the field (see the “Discussion” section). To gain insights into possible daily variations in liver iron concentrations, we adapted a method allowing the quantification of total, ferrous and ferric iron and that is insensitive to abundant heme–iron (see the “Materials and methods” section). Our analyses revealed no significant changes in Fe(II) levels across the genotypes analysed (Fig. 6F). Given the methodological uncertainty surrounding our attempts to quantify the LIP in these experiments, we refrain from drawing strong conclusions on whether diurnal IRP/IRE regulation involves fluctuations in iron levels or alternative cues (see the “Discussion” section).

## Discussion

Based on decades of research, the IRP/IRE system has become a paradigm (and literally a “textbook example” [60]) of post-transcriptional gene regulatory control that is, moreover, relevant for human diseases such as iron storage disorders [38]. The regulatory parameter that we have explored in our study — the time-of-day — has so far gone largely unnoticed (with the exception of a recent preprint [28]). We find high-amplitude rhythmic regulation in the liver precisely for the subset of transcripts that are archetypes of IRE regulation, namely the Ferritins (*Fth1*, *Fth2*), *Alas2* and *Tfrc*, which were also historically the first to be discovered [8–10, 26]. Previous analyses in IRP knockout livers have led to the model that IREB2/IRP2 is the main actor in hepatic IRE regulation and that ACO1/IRP1 cannot compensate for its loss (e.g. [14–16, 37]). None of these studies, however, used ribo-seq to specifically quantify translation rates, nor did they consider the temporal component in regulation. The timing of animal sacrifice was not reported in previous publications on hepatic IRE regulation, yet it is likely that it occurred during “core working hours” of laboratory researchers, i.e. between early morning and late afternoon. In particular, the timepoint for which we detect the strongest IRP activity on its rhythmic targets and a possible redundancy between IRP1 and IRP2 activities — ZT12, at the beginning of the dark phase — is unlikely to have been covered in previously published work. Dark phase timepoints are, however, particularly relevant when working with nocturnal species, as this is when mice are most active and ingest most of their food.

By leveraging publicly available datasets and using *Tfrc* oscillations as a readout for diurnal IRP/IRE regulation, we uncovered that rhythmic control does not require a local circadian clock in hepatocytes, nor a central pacemaker in the SCN, as long as feeding/fasting cycles are maintained (Fig. 6). Daytime-fed mice have inverted hepatic *Tfrc* rhythms, which further underscores the dominant role of feeding (Fig. 6D). Hence, the direct influence and interference from the circadian clock onto the observed rhythm seems to be rather limited. In this aspect, IRP/IRE rhythmicity distinguishes itself from the mechanism acting on ribosomal protein (RP) mRNAs whose translation is also rhythmic and dependent on feeding. RP mRNA translation is increased at the light–dark transition in ad libitum- or night-fed mice [6, 7, 54]. However, in day-fed animals, the rhythm in newly synthesised RPs does not invert but becomes flat [55]. RP mRNAs contain 5′ TOP motifs that are regulated via the mTOR pathway, which shows multiple interactions with clock regulation [61]. While the translational upregulation of RP mRNAs by feeding is hence gated in a circadian fashion (i.e. the feeding signal can exert its stimulatory effect only at a specific time of day), no such circadian gating appears to be in place for the IRP/IRE system, as judged by *Tfrc* mRNA profiles.

Over the years, IREs have been reported, validated, or predicted in many transcripts — yet for none of them have we observed comparably high peak-to-trough amplitudes across the various datasets that we have analysed. In line with the “set-point model” that has been put forward to explain how IRP activity thresholds lead to a hierarchy of translational repression across 5′ IRE-containing transcripts [48], the most rhythmically regulated mRNAs are also the most sensitive to repression and generally exhibit lower translation rates (Fig. 5A–C) compared with the non- (or less-) rhythmically regulated transcripts, which are overall more highly translated (Fig. 5E–G). Therefore, we deem it likely that the appearance of rhythmicity on specific IRE-containing transcripts is related to whether the transcript/IRE-specific thresholds match the physiological dynamic range of regulatory cues that modulate the IRPs. This model would also explain why rhythmic regulation for the same mRNAs is less prominent in the kidney; conceivably, the dynamic range of the cues could be different in this organ.

A question that we have begun to address but that will require future investigations concerns the identity of the molecular cue that is responsible for imparting rhythmicity. The prime candidate is certainly iron itself, more particularly iron in the so-called labile iron pool or LIP, which consists of redox-active iron ions that are weakly liganded and therefore engage in regulatory and metabolic processes [59]. Quantifying the relevant iron pool in tissues is technically not a facile enterprise, given the large amounts of iron stored in ferritin or otherwise bound in various Fe–S cluster-containing proteins, plus the large quantities of iron in the mitochondria and lysosomes. Our measurements show minimally higher Fe(II) at ZT5 than ZT12 (non-significant), i.e. in principle the phase that would be required for high and low IRP activity at ZT5 and ZT12, respectively. The same concern remains, namely that technical reasons preclude quantification of the relevant cytoplasmically active iron pool against large amounts of protein-bound Fe(II) that the assay measures as well; a more suitable methodology for LIP measurements in animals would be an important advance in the field. Moreover, it is conceivable that additional cues impart rhythmicity on IRPs as well, in particular oxygen, reactive oxygen species as well as nitric oxide [36, 62–64]. Interestingly, daily rhythms in tissue O_2_ [65] and H_2_O_2_ [66] levels have been described. It will thus be important, yet not trivial, to disentangle to what extent these various cues are relevant for rhythmic regulation of IRE-containing transcripts.

Our study allows refining the role of IRP2 in hepatic IRE regulation and a possible interplay with IRP1. While there is indeed a large body of literature supporting the idea that IRP2 is the principle actor in the regulation of Ferritin protein and *Tfrc* mRNA accumulation in the liver (e.g. [14–16]), the vast majority of former studies likely investigated regulation during the light phase (as lined out above). Our examination of time-resolved ribo-seq data indeed confirms that at the light phase timepoint ZT5, knockouts of IRP2 (but not of IRP1) present strong translational depression of Ferritin mRNAs. However, at the dark phase timepoint, ZT12, low translation efficiency is fully maintained even in the absence of IRP2 (Fig. 5A and B), indicating that a different repressor is capable of acting on these IREs at this time-of-day. An obvious candidate is IRP1, whose knockout indeed showed a tendency to derepression at ZT12, at least for *Fth1* (Fig. 5B). Since the double deficiency for both IRPs is not viable — even as a liver-specific knockout [67] — we cannot test the hypothesis that at ZT12, it is the combined activity of IRP1 and IRP2 that acts in repression. Still, based on our data we would propose a model (Fig. 6F) according to which IRP1 is inactive at ZT5, and thus all repression occurs through IRP2 for the light-phase timepoint, yet IRP1 and IRP2 are redundantly active at ZT12. In terms of possible molecular mechanisms that could engender higher IRP1 activity at this time point, lower iron levels or changes in one of the other relevant cues could play a role. For example, it is interesting to note that liver H_2_O_2_ levels (a reflection of overall mitochondrial activity) are highest precisely at the light–dark transition [66]. One may thus hypothesise that high H_2_O_2_ could engender the oxidation and destabilisation of IRP1’s Fe–S cluster, leading to apo-IRP1 that is capable of binding to IREs. Experimental evidence will be needed to validate such speculations.

## Conclusions

Our investigations have brought to light a crucial aspect of regulation in the IRP/IRE system, namely its significant dependency on time-of-day. Through further analysis of this temporal dimension, we have uncovered previously overlooked redundant IRP activities notably at dark onset, a period likely overlooked in prior studies, thus challenging the notion of strict IRP2-dependence in the liver. Our analyses further reveal that the daily fluctuations in IRP activity correlate with feeding-fasting cycles rather than with circadian cycles, and possibly involve hepatic Fe(II) level variations. Our findings thus reinforce the concept that rhythmic gene expression is governed by at least two distinct mechanisms. Firstly, truly circadian clock-driven oscillations, rooted in transcriptional regulation and essentially encoded within DNA sequence. Second, post-transcriptional/translational oscillations, frequently reflecting acute cues and signals such as feeding patterns. Translation emerges as a pivotal stage where such information can be ideally integrated to modulate protein output in a rapid and efficient manner. The responsiveness of the IRP/IRE system to feeding/fasting rhythms serves as a compelling example of this dynamic mechanism.

## Materials and methods

### Animals

Healthy adult male mice of age 12–24 weeks were used. All mouse lines were maintained on a C57BL/6J background. The knockout mice for IRP1 (allele *Aco1*^*tm1.1Mwh*^) and IRP2 (allele *Ireb2*^*tm1.2Mwh*^) have been described in [68]. Strains kindly provided by Matthias W. Hentze, EMBL Heidelberg.

### Generation of antibodies

Rat monoclonal antibodies against ACO1/IRP1 and IREB2/IRP2 were generated at the DKFZ Core Facility Antibodies. Briefly, full-length murine ACO1/IRP1 and IREB2/IRP2 proteins, fused to a poly-histidine tag, were expressed in *E. coli* and purified on Ni–NTA columns using standard protocols. Purified His-tagged proteins were used to immunise rats and generate hybridomas. Hybridoma supernatants were first screened by ELISA against His-tagged ACO1/IRP1 and His-tagged IREB2/IRP2. As an additional control, supernatants were tested against full-length His-tagged murine ACO2 (mitochondrial aconitase), which shares 27 and 26% identity with ACO1/IRP1 and IREB2/IRP2, respectively. Supernatants reacting specifically with ACO1 or IREB2 were validated by western blotting using extracts from wild-type versus *Aco1*^−/−^ or *Ireb2*^*−/−* ^mice.

### Protein extraction and Western blots

Total liver protein lysates (*Aco1* and *Ireb2* strains) were prepared as follows: Livers were homogenised in 3 volumes (w/v) of RIPA buffer (150 mM NaCl, 50 mM Tris pH 8.0, 1% NP40, 0.5% Na-deoxycholate, 0.1% SDS and Roche complete protease inhibitors) using a Teflon homogeniser, incubated for 30 min on ice and centrifuged for 10 min at 16,000 × g and 4 °C. Supernatants were stored at – 80 °C. Protein concentrations were quantified using a BCA protein assay kit (Pierce). For the around-the-clock wild-type and *Smg6* mutant livers, total lysates from our previous study were used that had been prepared by the NUN (NaCl, Urea, Nonidet P-40) procedure, see [25].

Immunoblotting to the PVDF membrane was carried out using iBlot 2 dry blotting system (Invitrogen). For the blots in Fig. 4G-J, bi-directional diffusion transfer that results in two mirror image membranes per gel was carried out (protocol Ulrich Laemmli, personal communication). Briefly, PVDF membranes were placed on both sides of the gel and further sandwiched by 2 pre-wet Whatman filter papers and fibre pads. The stack was placed inside a transfer stack holder and submerged in a tank filled with transfer buffer (Tris–HCl 10 mM pH7.5, EDTA 2 mM, NaCl 50 mM and DTT 0.1 mM) and tightly sealed. The container was then placed in an incubator at 50 °C for overnight diffusion transfer. Following transfer, membranes were blocked and incubated with primary and secondary antibodies in 5% milk/TBS-T. For IRP1 and IRP2 Western blots, undiluted crude hybridoma supernatants were used in primary antibody incubation. The dilutions for the remaining antibodies are as follows: anti-Transferrin Receptor (ThermoFisher 13–6800, 1:1000), anti-FBXL5 (ThermoFisher PA5-113529, 1:1000), anti-VINCULIN (Abcam 129002, 1:10,000), rat monoclonal anti-ACO1 and anti-IREB2 (undiluted hybridoma supernatant from own preparation, see above); secondary antibodies: anti-rabbit HRP or anti-mouse HRP (Promega, 1:10,000).

### RNA extraction and library preparation

#### Library preparation from footprints and total RNA

The libraries for ribosome profiling were generated as in [6] with few modifications. Briefly, frozen liver tissues from individual mice were homogenised with 5–6 strokes using a Teflon homogeniser in 3 volumes of polysome buffer (150 mM NaCl, 20 mM Tris–HCl pH7.4, 5 mM MgCl_2_, 5 mM DTT, complete EDTA-free protease inhibitors (Roche) and 40 U/ml RNasin plus (Promega)) supplemented with 1% Triton X-100 and 0.5% Na deoxycholate. Liver lysates were incubated on ice for 10 min and cleared by centrifugation at 10,000 g, 4 °C for 10 min. Supernatants were flash-frozen and stored in liquid nitrogen. For each sample, 15 OD_260_ of liver lysate was digested with RNase I (Ambion) for 45 min at RT under gentle agitation. Digested samples were passed through pre-washed (4 × with 700 μl polysome buffer for 1 min at 450 × g) Sephacryl S-400 HR spin columns (GE healthcare, currently Cytiva), and centrifuged for 2 min at 450 × g at 4 °C. The resulting flow-through was mixed with Qiazol and ribosome-protected fragments (RPFs) were purified using miRNeasy RNA extraction kit (Qiagen) according to the manufacturer’s instructions. Total RNA was extracted from undigested liver lysates using Qiazol and miRNeasy kit in parallel to generate total RNA libraries. One microgram of RPF and total RNA samples were depleted of ribosomal RNA using RiboCop rRNA depletion kit V1.3 (Lexogen), followed by purification with RNA Clean & Concentrator-5 (Zymo research). All the subsequent steps were performed according to Illumina’s TruSeq Ribo-Profile protocol with minor modifications as described in [69]. Size-selection of fragments at different steps was as follows: ribosome-protected fragments (RPFs) were size-separated on 15% urea-polyacrylamide gels and excised at a size range of 24–36 nt (monosome footprint). The cDNA fragments generated from RPFs and total RNA were separated on 10% urea-polyacrylamide gels and excised at a size range of 70–80 nt and 70–100 nt, respectively. The PCR-amplified libraries were size-selected on 8% native polyacrylamide gels. Monosome libraries were at ~ 150 bp and total RNA libraries were at ~ 150 to 170 nt. All libraries were sequenced on Illumina HiSeq 2500.

#### Ribosome profiling data analysis

Sequencing reads were mapped following overall the strategy described in [6]. Adapter sequences were removed from the sequenced reads using cutadapt (v3.5) with the following options: –match-read-wildcards –overlap 8 –discard-untrimmed –minimum-length 30 and reads were quality filtered using fastx_toolkit (-Q33 -q 30 -p 90). Trimmed read sequences were filtered by their size using an in-house Python script with the following inclusive ranges: [24, 35] for footprints, [21, 60] for total RNA. Reads were then mapped to rRNA and tRNA databases to remove contaminants using bowtie2 (-p 2 -L 15 -k 20 –no-unal -q). Only reads that did not map to the above databases were mapped to mouse genome v38.100 using STAR (version 2.70f). Read counts of total RNA and RPF were normalised with the upper quantile method of R package edgeR v3.4.2 [70]. Translational efficiencies (TE) were calculated on normalised reads as the ratio of RPF / mRNA for each gene per sample. TEs were log_2_-transformed and plotted for comparing means of replicates per time point for each genotype. K-Means cluster analysis was performed on the different conditions (averaged by replicates). Based on the within-cluster-sum of squared errors, the number of clusters was fixed to 15 sets. Hierarchical clustering was then performed within individual clusters to assess proximity between genes of a given cluster.

### Liver explant preparation and bioluminescence recording

For explant preparation, male IRP1 or IRP2 KO and matched control animals from the same breedings (i.e. same genetic background) were euthanised following deep anaesthesia by isoflurane inhalation. Liver tissue was excised and placed immediately in ice-cold Hank’s buffer (Thermo Fisher Scientific). The outermost edges of the tissue were carefully excised in a sterile cabinet, and immediately placed on a 0.4-micron Millicell cell culture inserts (PICMORG50) in a 35 mm dish with phenol-free DMEM (Thermo Fisher Scientific, 11880028) containing 5% FBS, 2 mM glutamine, 100 U/ml penicillin, 100 μg/ml streptomycin and 0.1 mM luciferin. The parafilm-sealed plates were placed for recording in the LumiCycler (Actimetrics) at 37 °C and 5% CO_2_.

### In vivo recording in the RT-Biolumicorder

Adult male mice, 12–20 weeks of age, carrying the genetically encoded circadian reporter allele *mPer2::Luc* [46] and deficient for *Aco1* or *Ireb2* were used for the RT-Biolumicorder experiments, along with controls, i.e. wild-type male mice from the same breedings/with the same genetic background and of the same age. The experimental procedure followed our previously published protocols [45]. Briefly, ALZET mini-osmotic pumps were filled with D-luciferin sodium salt and closed with blue-coloured flow moderators (ALZET) under sterile conditions. The pumps were activated at 37 °C according to the manufacturer’s instructions, followed by subcutaneous, dorsal implantation. Before implantation, the dorsal area of the mouse at the site where the liver is positioned was shaved using an electric razor. The RT-Biolumicorder (Lesa-Technology) consists of a cylindrical cage equipped with a photomultiplier tube (PMT) allowing for recording of real-time longitudinal bioluminescence from single-housed mice. The data, which also contain locomotor activity traces, light and food access information, were saved as text files and analysed using the MATLAB-based “Osiris” software according to [45].

### Iron measurements from liver samples

Iron measurements were performed in principle according to the protocol of the Iron Assay Kit from Abcam (ab83366), with modifications serving to adapt to the specific properties of liver tissue (in particular the high lipoprotein content that is, moreover, rhythmic). Three hundred fifty microlitres (350 μl) Iron Assay buffer and 20 µl 20% SDS were added to the liver pieces (50 mg) in 2 ml tubes for Precellys homogenisers (Ref. 432–0351, VWR/Bertin Instruments). Then, 3 small (1.4 mm; P000945-LYSK0A, VWR/Bertin Instruments) and 2 big (2.8 mm; P000927-LYSK0A, VWR/Bertin Instruments) ceramic beads were added to the tube. Tissues were homogenised using Precellys 24 (program: 5000 rpm, 2 × 20 s, 9-s pause between the two 20-s runs). Lysates were cleared through centrifugation at 16,000 rpm, RT, in a microcentrifuge for 10 min. Supernatants were used in the Iron Assay Kit according to the manufacturer’s protocol (Abcam, ab83366). 5 µl of 20% SDS were added to each well before the addition of Iron Probe to overcome lipoprotein-caused turbidity. This led to the clearance of the samples, but also to precipitate likely from SDS and potassium. For this reason, all samples (including the standard curve) were briefly re-spun and 100 µl of the supernatants were transferred to a fresh 96-well. The absorbance was quantified using a colourimetric microplate reader (at optical density 593 nm), and quantifications of iron states (total, ferrous, ferric) and further calculations were carried out as described in the supplier’s protocol.

### Statistical analyses

Statistical analyses were performed using GraphPad Prism. Unpaired *t*-tests and one-way ANOVA tests were applied for comparisons of two groups and multiple groups, respectively. Šidak’s post hoc correction was performed for multiple comparisons. All tests were two-tailed and represent a 95% confidence interval. *P* value of < 0.05 was defined as statistical significance.

### Supplementary Information

Additional file 1: Supplementary Figures. This file (.pdf) contains Figures (and legends) S1 and S2. Fig. S1 shows IRE hairpin sequences and predicted secondary structures of rhythmically and non-rhythmically regulated mRNAs (related to Fig. 1). Fig. S2 shows liver single-cell sequencing data that validates hepatocyte expression of *Alas2* (related to Fig. 1).

Additional file 2: Table S1. This table (.xls) contains the genes associated with the clusters 1-15 from Fig. 5I. Further information in the table header.

Additional file 3. Uncropped immunoblots. This file (.pdf) contains the uncropped immunoblot images from this study. Related to Fig. 2 and Fig. 4.

Additional file 4. Peer review history.

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Files. Sequencing data produced in the framework of this study have been deposited at GEO (GSE243134) [75]. Liver and kidney Ribo-seq and RNA-seq data for Fig. 1 C, D-F and Fig. 2B have been deposited previously in GSE67305 [76] and GSE81283 [77], respectively; liver RNA-seq data for Fig. 1G and Fig. 2C and D is from GSE57313 [78], and for Fig. 1H from GSE208769 [79]. The graphs using external data shown in Fig. 6 are based on the values submitted in the supplementary materials of the cited publications, i.e. Greco et al. [56] Data S1, https://www.science.org/doi/suppl/10.1126/sciadv.abi7828/suppl_file/sciadv.abi7828_data_s1_to_s9.zip (data also available at GEO, GSE158600 [80]); Atger et al. [7] Dataset S1, https://www.pnas.org/doi/suppl/10.1073/pnas.1515308112/suppl_file/pnas.1515308112.sd01.xlsx (data also available GEO, GSE73554 [81]); Greenwell et al. [57] Table S2, https://ars.els-cdn.com/content/image/1-s2.0-S2211124719303948-mmc2.xlsx (data also available GEO, GSE118967 [82]); Manella et al. [58] Supplementary Data 2, https://static-content.springer.com/esm/art%3A10.1038%2Fs42255-021-00395-7/MediaObjects/42255_2021_395_MOESM3_ESM.xlsx (data also available GEO, GSE159135 [83]).

# Supplementary material for: Diurnal control of iron responsive element containing mRNAs through iron regulatory proteins IRP1 and IRP2 is mediated by feeding rhythms
**Source:** Genome Biol. 2024 May 21;25:128. doi: 10.1186/s13059-024-03270-2
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures. This file (.pdf) contains Figures (and legends) S1 and S2. Fig. S1 shows IRE hairpin sequences and predicted secondary structures of rhythmically and non-rhythmically regulated mRNAs (related to Fig. 1). Fig. S2 shows liver single-cell sequencing data that validates hepatocyte expression of Alas2 (related to Fig. 1).

## Additional file 1: Figures S1-S2

### **Diurnal control of iron responsive element containing mRNAs through iron regulatory proteins IRP1 and IRP2 is mediated by feeding rhythms**

Hima Priyanka Nadimpalli<sup>1,#</sup>, Georgia Katsioudi<sup>1,#</sup>, Enes Salih Arpa<sup>1,#</sup>, Lies Chikhaoui<sup>1</sup>, Alaaddin Bulak Arpat<sup>1</sup>, Angelica Liechti<sup>1</sup>, Gaël Palais<sup>2</sup>, Claudia Tessmer<sup>3</sup>, Ilse Hofmann<sup>3</sup>, Bruno Galy<sup>2</sup>, David Gatfield<sup>1\*</sup>

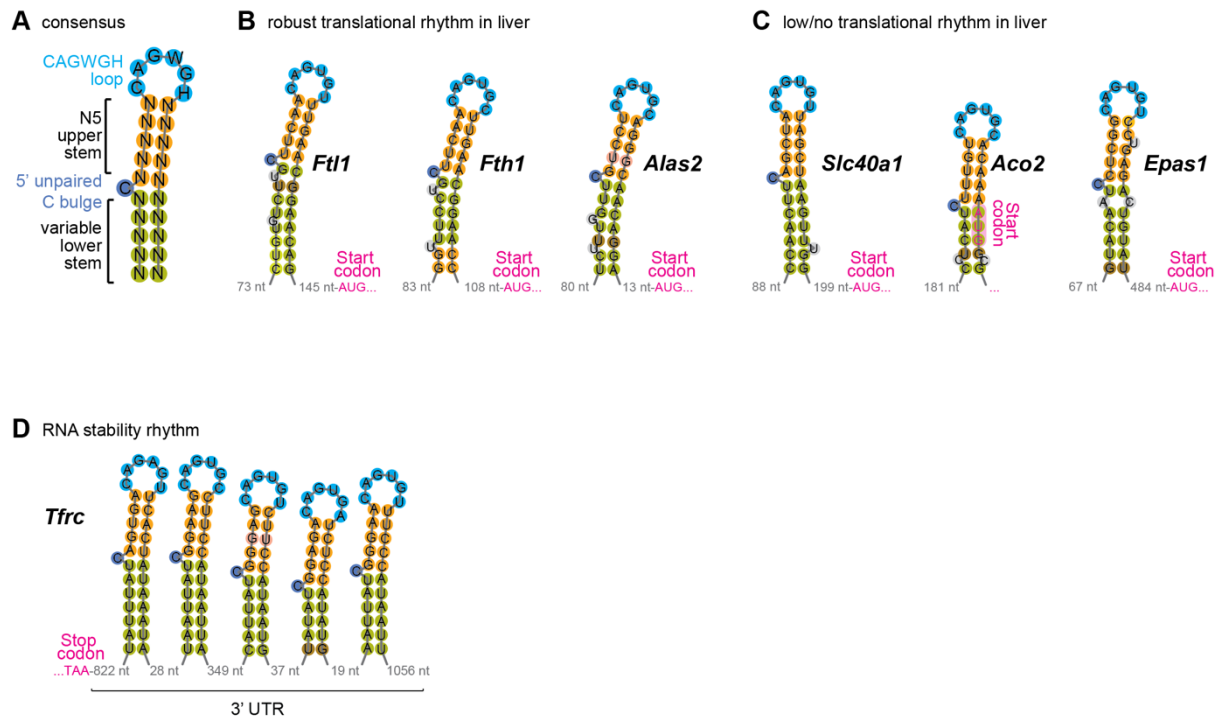

**Figure S1. IRE hairpin sequences and predicted secondary structures of rhythmic and non-rhythmic mRNAs.**

(A) Schematic of the IRE hairpin consensus sequence and structure. IREs are about 35 nt in length and are characterized by an apical 6-nt loop motif 5'-CAGWGH-3' (W = A or T and H = A, C or T), and two stem regions (N5 upper stem and variable lower stem) that are separated by a unpaired C bulge. Colour code depicts sequence conservation across IREs from high (blue) to medium (orange) and low (olive).

(B) Sequence and predicted structure, as well as relative position within 5' UTR, of the IREs of the murine transcripts *Ftl1*, *Fth1* and *Alas2* for which the gene expression profiles are shown in main Fig. 1C. Color code as in (A).

(C) Sequence and predicted structure, as well as relative position within 5' UTR, of the IREs of the murine transcripts *Slc40a1*, *Aco2* and *Epas1* that are shown in main Fig. 1D. Color code as in (A).

(D) Sequence and predicted hairpin structures of the five IREs annotated within the mouse *Tfrc* 3' UTR. Nucleotide distances from the TAA stop codon, between individual hairpins, and to the annotated transcript end are noted in grey. Color code as in (A).

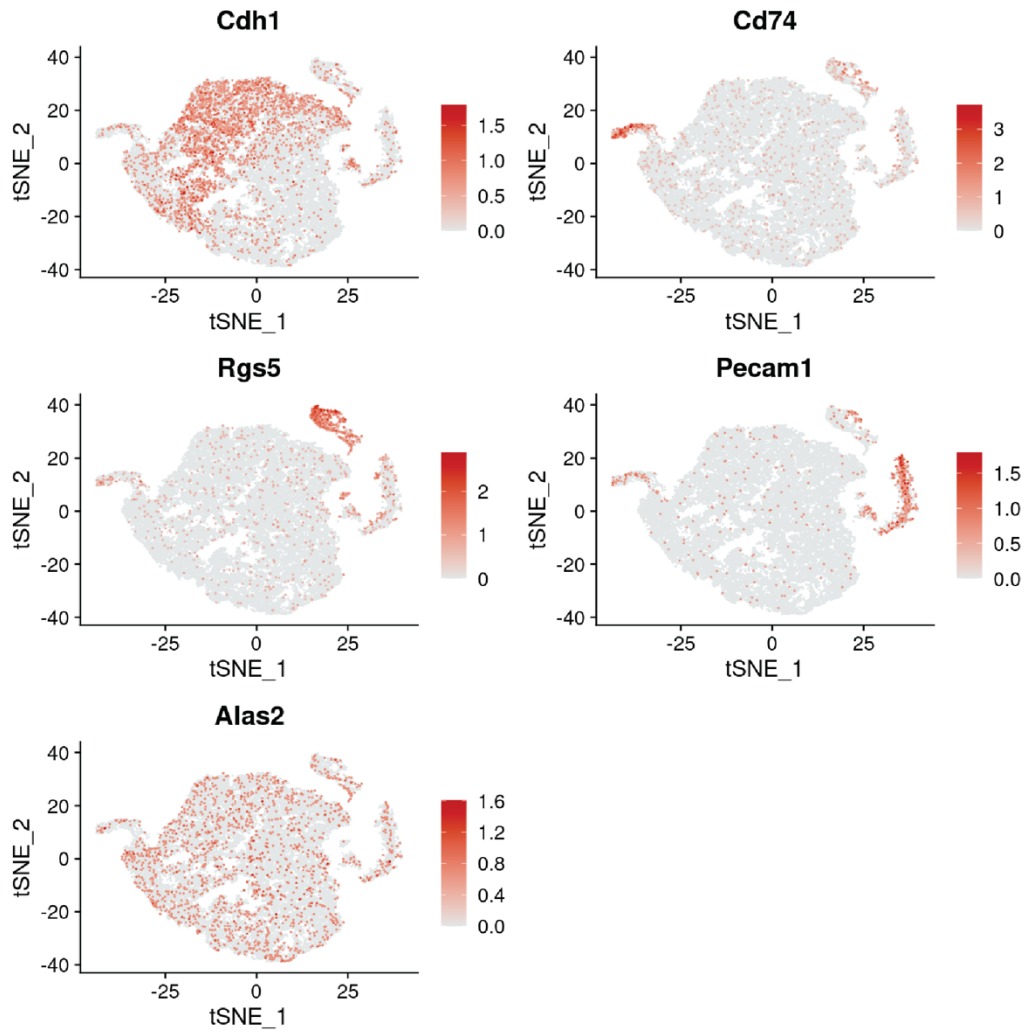

**Figure S2. Single-cell sequencing data validates hepatocyte expression of *Alas2*.**

t-SNE plot of liver single cell RNA-seq analysis using data from Martini et al., bioRxiv 2023.10.07.561324. The large central group of cells are hepatocytes. As marker transcripts in the first 4 plots, *Cdh1* is specific for periportal hepatocytes; *Cd74* shows immune cells; *Rgs5* identifies stellate cells; *Pecam1* are endothelial cells. *Alas2* is lowly expressed everywhere, including across periportal (*Cdh1*-positive) and pericentral (*Cdh1*-negative) hepatocytes. Figure preparation acknowledgement: Tomasz Martini, EPF Lausanne, Switzerland.

# Supplementary material for: Diurnal control of iron responsive element containing mRNAs through iron regulatory proteins IRP1 and IRP2 is mediated by feeding rhythms
**Source:** Genome Biol. 2024 May 21;25:128. doi: 10.1186/s13059-024-03270-2
**Supplement:** Supplementary file 3 — Additional file 3. Uncropped immunoblots. This file (.pdf) contains the uncropped immunoblot images from this study. Related to Fig. 2 and Fig. 4.

## Additional file 3: Uncropped immunblot scans

Related to publication:

**Diurnal control of iron responsive element containing mRNAs through iron regulatory proteins IRP1 and IRP2 is mediated by feeding rhythms**

Hima Priyanka Nadimpalli<sup>1,#</sup>, Georgia Katsioudi<sup>1,#</sup>, Enes Salih Arpa<sup>1,#</sup>, Lies Chikhaoui<sup>1</sup>, Alaaddin Bulak Arpat<sup>1</sup>, Angelica Liechti<sup>1</sup>, Gaël Palais<sup>2</sup>, Claudia Tessmer<sup>3</sup>, Ilse Hofmann<sup>3</sup>, Bruno Galy<sup>2</sup>, David Gatfield<sup>1\*</sup>

Figure 2E

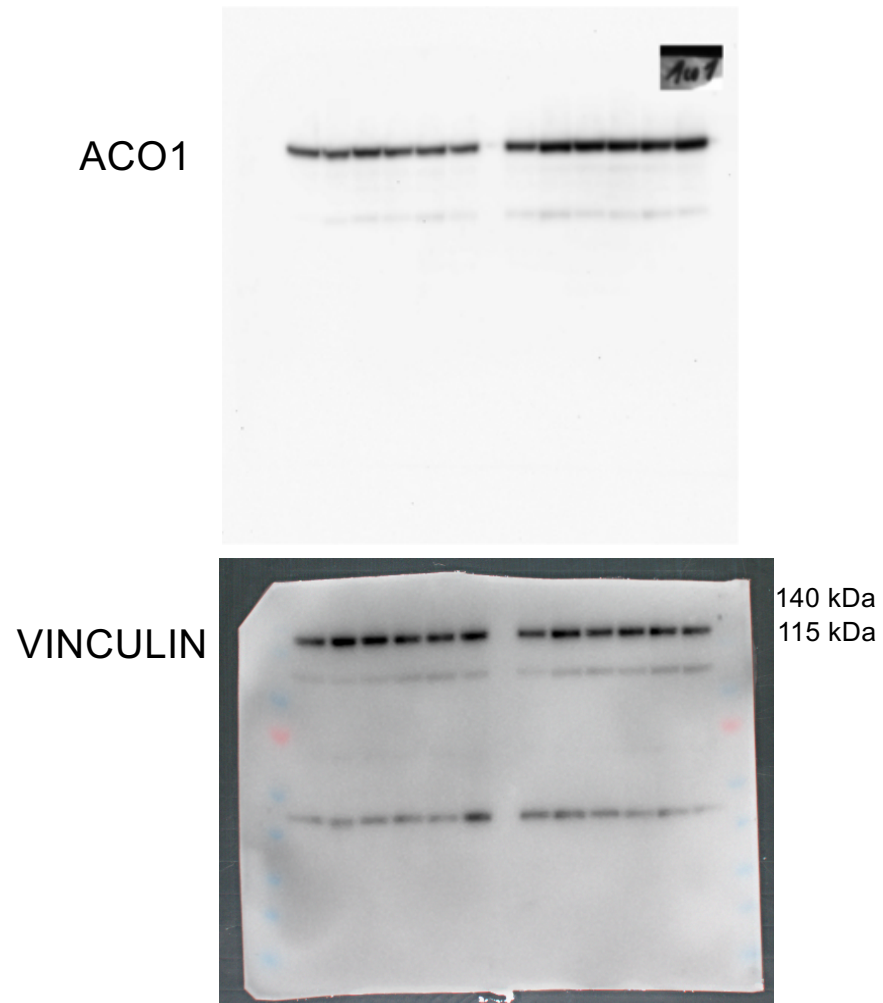

Figure 2G

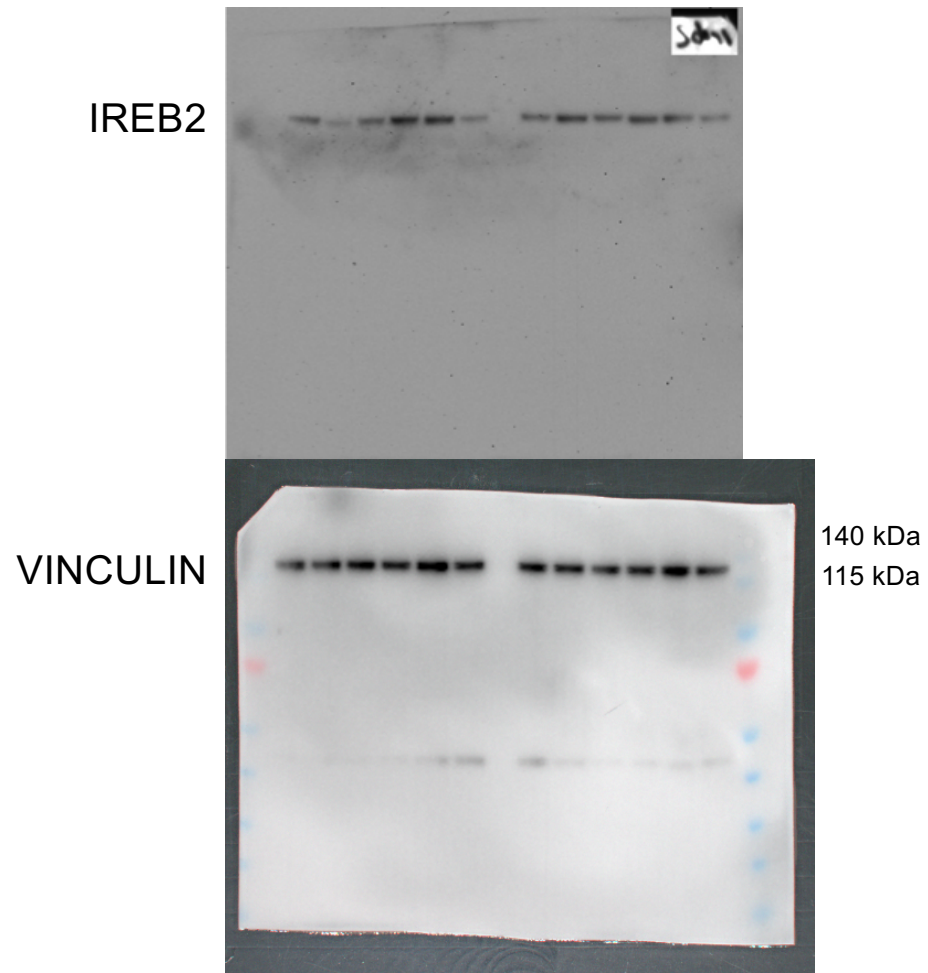

Figure 2K

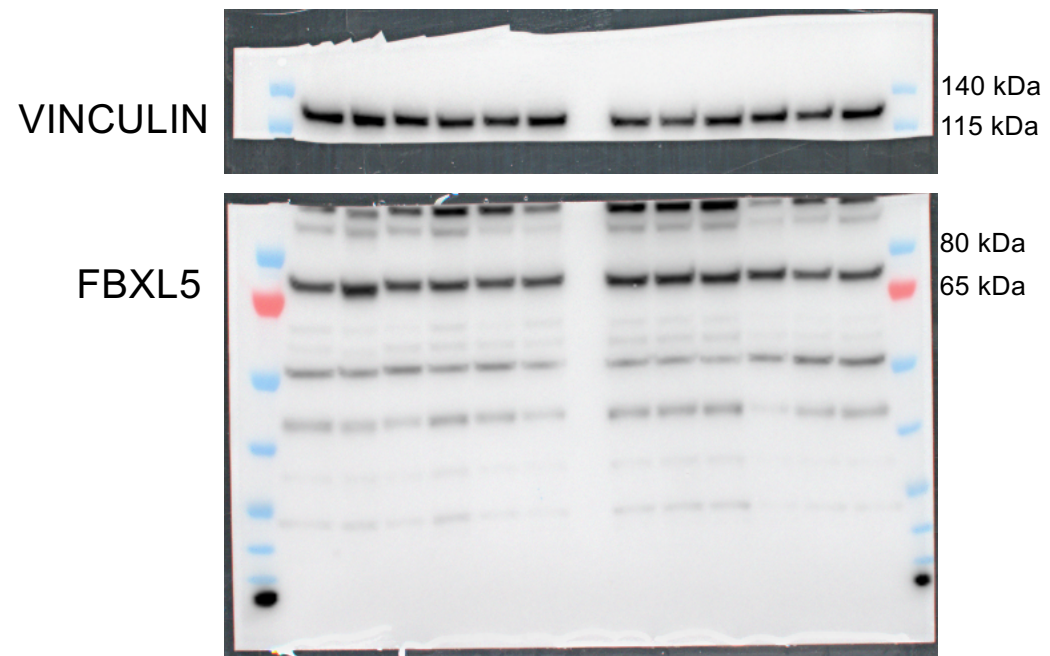

Figure 2I

VINCULIN

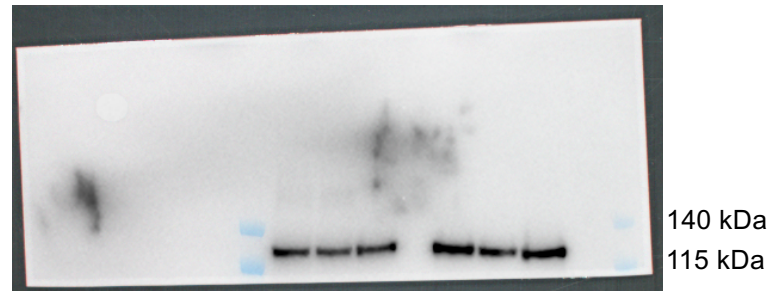

IREB2

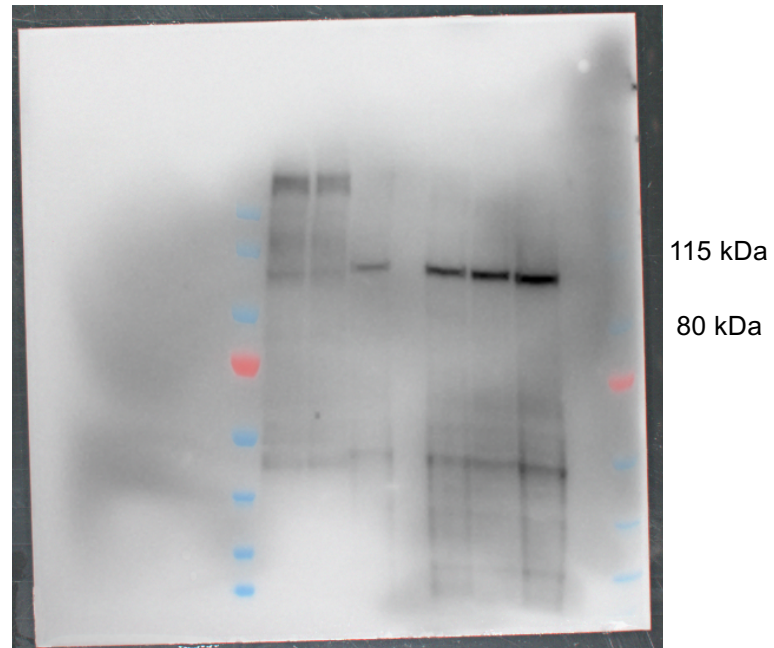

Figure 4G

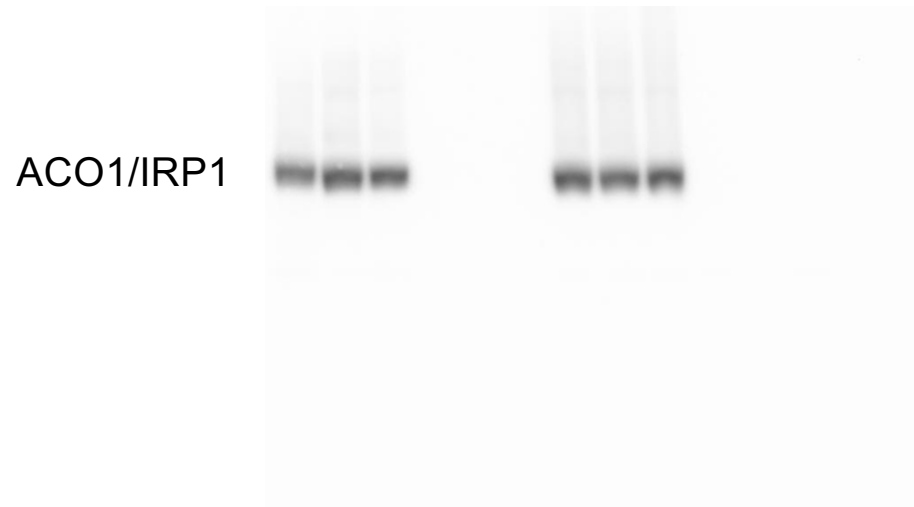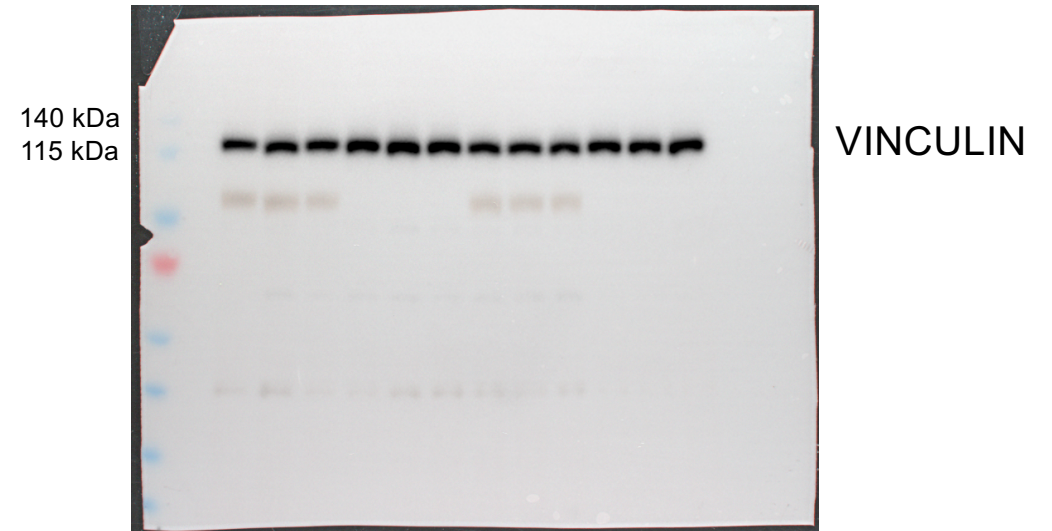

Figure 4G

IREB2/IRP2

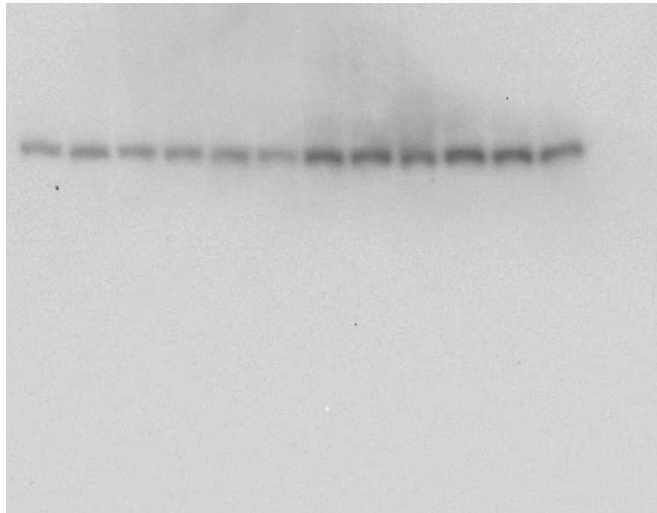

140 kDa  
115 kDa

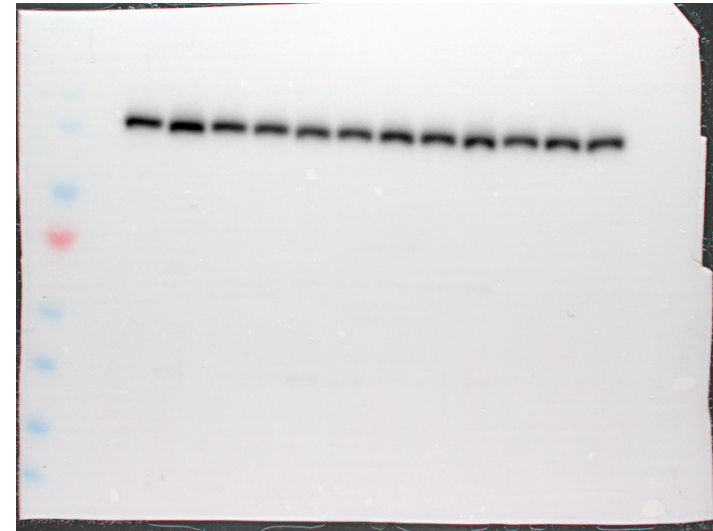

VINCULIN

Figure 4J

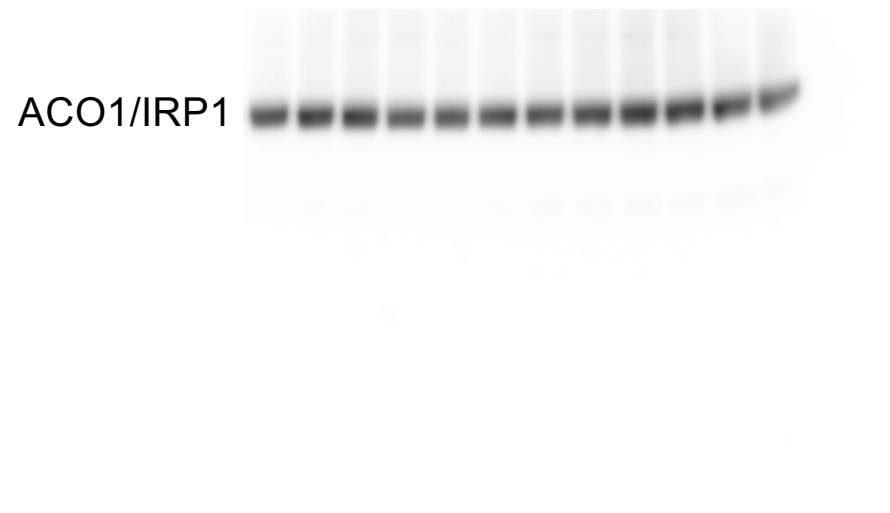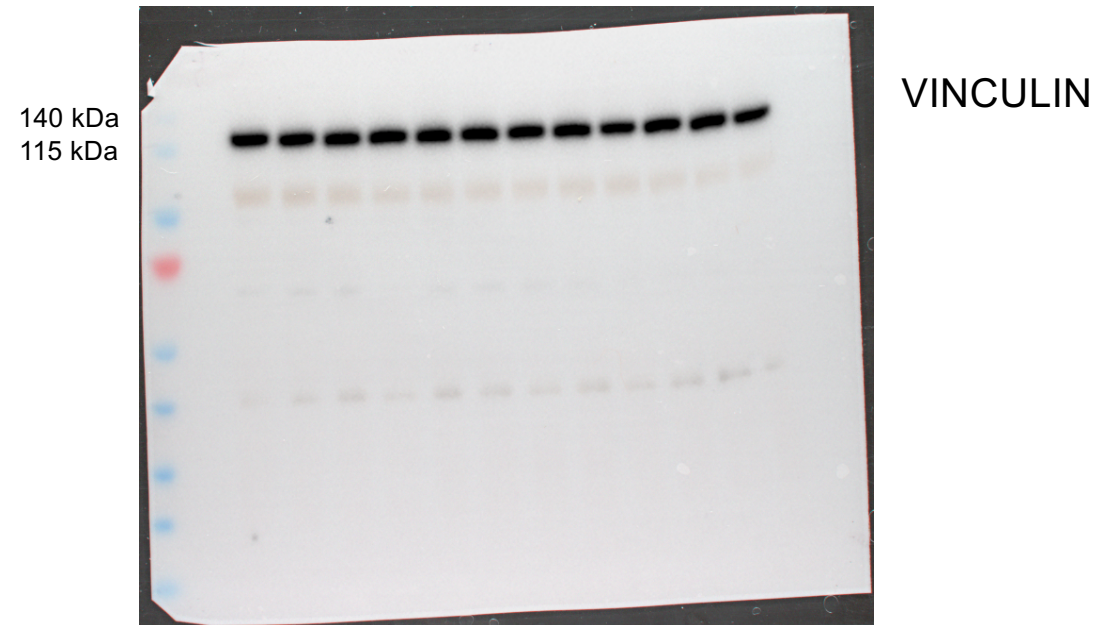

Figure 4J

IREB2/IRP2

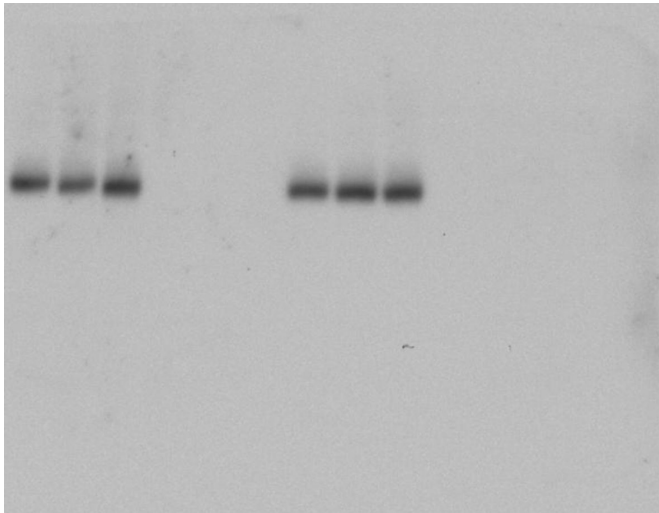

140 kDa  
115 kDa

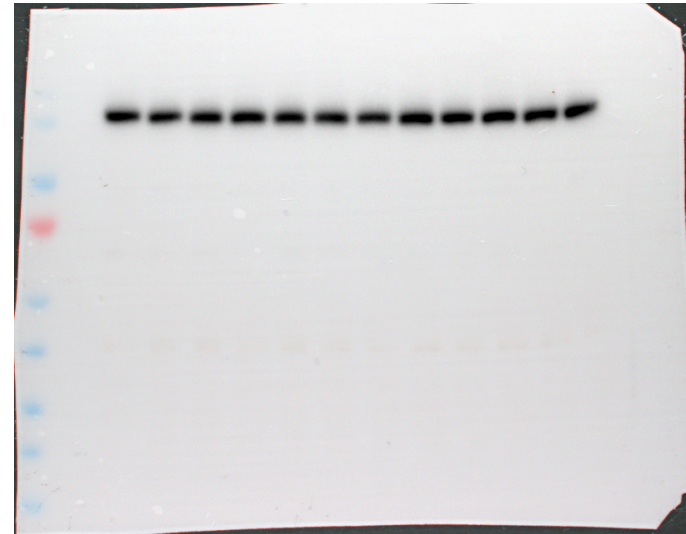

VINCULIN

How the deposited data were processed for this re-analysis (not part of the article)

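Livers of 24 mice were analysed, 3 for each genotype (*Aco1*+*/*+, *Aco1*-/-, *Ireb2*+*/*+ and *Ireb2*-/-) at each of ZT5 and ZT12. Each liver gave 1 RPF and 1 total RNA library. For both kinds of library the authors removed adapters and low-quality reads, kept a range of read lengths, discarded rRNA and tRNA reads, mapped the rest with STAR to the mouse genome (Ensembl release 100) and counted reads for each gene. The deposited values are raw counts, not normalized, and each sequencing run has its own file. The tool that counted, its strand setting and the meaning of the count columns are not stated in the paper or its supplementary files. The columns were therefore read from the values as 5′ UTR, CDS, 3′ UTR, 1 column that is 0 throughout and 1 that was not identified. The files list 25266 genes, of which 25214 have a symbol, and 12671 of 21900 protein-coding symbols of the RefSeq annotation are among them, so genes outside this list were not analysed here.

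Counts of the 2 runs of a library were summed, and the CDS column was used. CDS counts ranged from 852293 to 3993492 in RNA libraries (median 2103622) and from 2448915 to 13439600 in RPF libraries (median 6784598). Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total 15), which left 10696. Libraries were scaled together by the upper quartile, and edgeR's quasi-likelihood test with robust dispersion was fitted for each line, with the 4 groups of the line sharing the estimate of spread. For TE, both libraries of each mouse entered one model with a term for the mouse. Standard errors are the absolute log2 fold change divided by the square root of F. p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. With upper-quartile scaling the median change in TE of all genes lay between −0.00533 and 0.0156 in the 4 comparisons of genotypes.

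The comparisons were knockout against control at each timepoint in TE, RNA and RPF, ZT12 against ZT5 in TE within each control line, the difference between the genotype effects at ZT5 and ZT12, and in RNA of clock genes ZT12 against ZT5 within each genotype. These comparisons, the lists of IRE transcripts, iron regulatory proteins, ribosomal protein mRNAs, clock, sex-linked and globin genes, and the alternatives not described as chosen later were set before the data were examined. Comparisons of ZT12 with ZT5 in TE within each knockout, and in RNA of genes other than clock genes, were not on that list of comparisons. A list of 6 genes that respond to iron loading was also tested. Genes named in the text are those of the IRE and iron regulatory protein lists and, for each count of genes, up to 2 that rose and 2 that fell with the smallest adjusted p among those in which the groups do not overlap, without predicted genes. Any other named gene is said to be chosen after its values were seen. Lists were tested by adjusting over the list alone, by fry, and by camera with its preset correlation. Single values were compared by exact two-sided permutation of the mice. Correlations used deviations from the group means with 100000 permutations within groups.

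Of the checks on the labels, the Y-linked genes *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* had counts in 24 of 24 RNA libraries. Among 12 clock genes, 0 differed between genotypes in any of the 4 RNA comparisons, also when adjusted over the list alone. Between ZT5 and ZT12, 3 clock genes passed in *Ireb2*+*/*+, 7 in *Ireb2*-/-, 8 in *Aco1*+*/*+ and 9 in *Aco1*-/- livers, and 9, 9, 12 and 11 adjusted over the list alone.

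k-means used 15 centres, 25 starts and up to 200 iterations on z-scores of 8 group means, with a prior count of 0.5. The overlap of these clusters with Table S1, planned as an adjusted Rand index, was not computed because the copy at hand lacks 1 gene of the figure's total. The tests of TE, RNA and RPF were tried on simulated data of the *Ireb2* line in which 200 of 10696 genes were changed at ZT5. RPF and RNA counts of a mouse were drawn independently there. Of the genes called, between 3.45 and 8.0% were unchanged ones, and 0 changed genes were called in the wrong direction. Alternatives were TMM normalization, DESeq2, other filters on low counts, the first sequencing run alone, only the 6 mice compared, each mouse left out in turn, the replicate number as a block, libraries not paired by mouse, limma on TE per mouse, and, chosen after the data were seen, other count columns. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The gene copies *Mup* and globin and the pseudogenes of *Ftl1* share reads with near-identical genes or may do so, and are reported as uncertain.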

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

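The comparison of ribosomal protein mRNAs between lines with its tests and the tests of 5′ UTR footprints, with their splits of the mice, were chosen only after the results they concern were seen.

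The difference between the effects of IRP1 loss on TE at ZT5 and at ZT12 passed the threshold for 3 genes (508 at an unadjusted p under 0.05), whereas the same test in the *Ireb2* line gave 0, and this difference between the lines drew attention. The 3 genes were *Mup12* (2.47, edgeR adjusted p = 0.000384), *mt-Co1* (−1.0996, edgeR adjusted p = 0.00462) and *mt-Nd5* (−0.89, edgeR adjusted p = 0.0179), on the log2 scale. Reads of *Mup12* may be shared with near-identical genes. *mt-Co1* and *mt-Nd5* are mitochondrial mRNAs, and the share of all mitochondrial mRNA was higher in *Aco1*-/- libraries at ZT12. Of 30 groupings of the 12 mice of the *Aco1* line that kept the timepoints, the real one among them, 5 gave as many genes and the highest count was 6, so regrouped mice can give such counts. The count was 15 without *Aco1*-/- replicate 3 at ZT12 and 1 without *Aco1*+*/*+ replicate 3 at ZT12. In the 12 fits that each left out one mouse, *Mup12* passed in 12, *mt-Co1* in 10 and *mt-Nd5* in 5. The difference between the lines was not itself tested.

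From ZT5 to ZT12, the mean TE of 62 ribosomal protein mRNAs rose by 1.47 on the log2 scale in *Ireb2*+*/*+ livers and by 0.11 in *Aco1*+*/*+ livers, a difference of 1.36 between controls of the 2 lines (exact permutation test, two-sided p = 0.025). In *Ireb2*+*/*+ livers it went from −1.41 ± 0.61 (SD, n = 3) to 0.06 ± 0.25, and in *Aco1*+*/*+ livers from −0.70 ± 0.21 to −0.58 ± 0.46. As a list they rose in *Ireb2*+*/*+ livers (median 1.55, 61 of 62 up, a fry p of 0.000843) and in *Ireb2*-/- livers (median 0.65, a fry p of 0.0362), but not by this test in *Aco1*+*/*+ (median 0.18, a fry p of 0.712) or *Aco1*-/- livers (median 0.45, a fry p of 0.123). Of the 57 genes whose TE changed in *Ireb2*+*/*+ livers (53 up, 4 down), 29 were ribosomal protein mRNAs, with *Rpl26* (2.09, edgeR adjusted p = 5.59e-07) first among those that rose, and *Nfyb* (−1.89, edgeR adjusted p = 0.000587) and *Cyp4a12a* (−0.58, edgeR adjusted p = 0.0156) first among those that fell. In *Aco1*+*/*+ livers 2 genes changed, *Echdc2* (1.00, edgeR adjusted p = 0.00601) and *mt-Co1* (−0.69, edgeR adjusted p = 0.0342). For each line, 1 of the 10 splits of the 6 control mice gave as many genes, the smallest share that 10 splits allow. With single control mice left out, the difference of 1.36 ranged from 1.05 to 1.67, which speaks against a single mouse as its source. What differed between the lines (breeding, day of sampling, feeding) is open, and no biological explanation was tested.

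The effect on *Epas1* TE at ZT12 differed between the lines by −0.69 (−0.25 for loss of IRP2 and 0.44 for loss of IRP1, means of log2 TE per mouse; exact permutation test, two-sided p = 0.005). Over the 12 tests of 6 transcripts at 2 timepoints the adjusted p was 0.06 (Benjamini-Hochberg of exact permutation p). *Slc40a1* at ZT12 differed by −0.76 (exact p = 0.06, adjusted 0.36) and *Ftl1* at ZT5 by 1.78 (exact p = 0.27, adjusted 0.463). No explanation was tested for this difference.

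In data the paper did not analyse, the ratio of RPFs in the 5′ UTR to those in the CDS, 381 of 3170 genes differed between *Aco1*-/- and *Aco1*+*/*+ livers at ZT12 (45 higher and 336 lower, 918 at an unadjusted p under 0.05). In the same ratio 0 genes differed in the other comparisons (333 at an unadjusted p under 0.05 for *Ireb2*-/- at ZT5, 87 at ZT12, and 31 for *Aco1*-/- at ZT5), and in RNA libraries 0 of 3719 genes differed in any of the 4 (205, 98, 88 and 477 at an unadjusted p under 0.05). This was seen after 12 such fits of 3 columns and 4 comparisons. Of the 10 splits of the 6 mice, 1 gave as many genes for *Aco1*-/- at ZT12. Without *Aco1*-/- replicate 1 at ZT12 the count was 53. Genes that rose included *Eif1* (1.64) and *Etnk2* (2.07), and those that fell *Nat8* (−2.80) and, from the near-identical *Mup* genes, *Mup20* (−2.98). The median over all genes was −0.395, so the shift lies mostly in one direction and may be one of these libraries as a whole.

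Against that direction, the 5′ UTR to CDS ratio of *Fth1* rose by 2.22 in *Aco1*-/- livers at ZT12 (standard error 0.483, edgeR adjusted p = 0.0043), and 3 genes rose more. The share of 5′ UTR in CDS counts was 36.4 ± 30.7% (SD, n = 3) against 5.81 ± 0.48% (exact permutation test, two-sided p = 0.1). Without *Aco1*-/- replicate 1 the change was 1.50 (edgeR adjusted p = 0.068). A rise in all genes of these libraries is argued against by the median of −0.395. More 5′ UTR fragments of the mRNA itself would raise the ratio in RNA as much, but it rose by 0.75 there (edgeR adjusted p = 0.29). A rise in every 5′ IRE transcript is argued against by *Slc40a1*, at −0.99. In *Ireb2*-/- livers the ratio of *Fth1* fell by 1.31 at ZT5 and by 1.74 at ZT12 (edgeR adjusted p = 0.307 and 0.72; exact permutation test over both timepoints, two-sided p = 0.005). Loss of protection of the IRE by IRP2 could lower it, but *Ftl1*, *Slc40a1* and *Epas1* had a median change of 0.13 over both timepoints. Of their values, 5 of 6 lay above 0 and each within 1.5 standard errors of 0. None thus fell as *Fth1* did, but a small fall is not excluded. More CDS footprints also lower the ratio, and *Fth1* TE rose by 1.52 at ZT5 and 0.54 at ZT12 in these livers. The fall at ZT5 could thus come from the CDS alone. *Ftl1* TE rose by 2.30 at ZT5, yet its ratio changed by 0.14. These and other sources cannot be told apart. In RNA libraries of the *Ireb2* line the ratio of *Fth1* fell by 1.08 at ZT5 (standard error 0.94) and rose by 0.33 at ZT12 (standard error 0.93). The share in RNA at ZT5 was 45.7% in *Ireb2*+*/*+ replicate 3, against 3.33 and 2.75% in replicates 1 and 2. The RNA change at ZT5 thus rests on 1 mouse and cannot decide whether the mRNA shares the fall in RPFs. The pattern was found and tested on the same 12 mice of each line.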

How the results depend on the processing

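The alternatives with other count columns, those of the 5′ UTR to CDS ratio and the second run as a block were chosen only after the result was seen. Some results for single genes are left out here. Among 99 results for single genes that remain, 1593 values were computed under an alternative, of which 1424 kept their direction and their side of the threshold, 110 lost a call, 12 gained one and 47 changed sign. Of the 47, 31 came from leaving out one mouse, in 16 results. Of the values of counts of genes and of list tests under an alternative, 53 were weaker and 86 stronger, which for a count means a change by more than 1.5 times. The cause of these changes was not tested, except that fewer mice or fewer genes were tested where an alternative says so. Of 160 values of mean log2 TE, 35 moved with the alternative. In the following the value in the analysis above is given after "from", knockouts are compared with their controls, and TE by genotype and time is the difference between the effects at ZT5 and ZT12.

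With TMM normalization, the number of genes past an adjusted p of 0.05 was 2 for TE in *Ireb2*-/- at ZT5 (from 1) and 2 for RNA in *Ireb2*-/- at ZT5 (from 1).

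With no low-count filter, the number of genes past an adjusted p of 0.05 was 2 for TE in *Ireb2*-/- at ZT5 (from 1), 1 for TE in *Ireb2*-/- at ZT12 (from 0), 1 for TE for genotype by time in the *Ireb2* line (from 0) and 2 for RNA in *Ireb2*-/- at ZT5 (from 1). It was also 17 for TE in *Aco1*-/- at ZT12 (from 10), 7 for TE from ZT12 against ZT5 in *Aco1*+*/*+ (from 2), 2 for the 5′ UTR to CDS ratio of RPFs, *Ireb2*-/- at ZT5 (from 0) and 211 for the 5′ UTR to CDS ratio of RPFs, *Aco1*-/- at ZT12 (from 381).

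With all count columns for RPF and RNA, chosen after the data were seen, the number of genes past an adjusted p of 0.05 was 2 for TE in *Ireb2*-/- at ZT5 (from 1), 1 for TE in *Ireb2*-/- at ZT12 (from 0), 1 for RNA in *Ireb2*-/- at ZT12 (from 2) and 33 for TE in *Aco1*-/- at ZT12 (from 10). It was also 0 for TE for genotype by time in the *Aco1* line (from 3), 9 for TE from ZT12 against ZT5 in *Aco1*+*/*+ (from 2), 0 for RNA in *Aco1*-/- at ZT12 (from 1) and 14 for RPF in *Aco1*-/- at ZT12 (from 32). The sign changed for *Epas1* TE in *Ireb2*-/- at ZT5 0.0137 (from −0.0390), *Aco1* TE in *Ireb2*-/- at ZT12 0.0153 (from −0.00446) and *Ireb2* TE in *Aco1*-/- at ZT5 0.0328 (from −0.0288). It changed also for *Mup20* TE in *Aco1*-/- at ZT12 −0.42 (from 1.04).

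With the CDS for RPF and all count columns for RNA, chosen after the data were seen, the number of genes past an adjusted p of 0.05 was 2 for TE in *Ireb2*-/- at ZT5 (from 1), 1 for TE in *Ireb2*-/- at ZT12 (from 0), 1 for RNA in *Ireb2*-/- at ZT12 (from 2) and 51 for TE in *Aco1*-/- at ZT12 (from 10). It was also 16 for TE from ZT12 against ZT5 in *Aco1*+*/*+ (from 2) and 0 for RNA in *Aco1*-/- at ZT12 (from 1). Signs also changed for *Ireb2* TE in *Aco1*-/- at ZT5 0.0177 (from −0.0288).

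With RPF and RNA libraries not paired by mouse, the number of genes past an adjusted p of 0.05 was 0 for TE in *Ireb2*-/- at ZT5 (from 1), 22 for TE from ZT12 against ZT5 in *Ireb2*+*/*+ (from 57), 1 for TE in *Aco1*-/- at ZT12 (from 10) and 0 for TE for genotype by time in the *Aco1* line (from 3). It was also 0 for TE from ZT12 against ZT5 in *Aco1*+*/*+ (from 2).

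With limma on log2 TE per mouse, the number of genes past an adjusted p of 0.05 was 0 for TE in *Ireb2*-/- at ZT5 (from 1), 0 for TE from ZT12 against ZT5 in *Ireb2*+*/*+ (from 57), 0 for TE in *Aco1*-/- at ZT12 (from 10) and 0 for TE for genotype by time in the *Aco1* line (from 3). It was also 0 for TE from ZT12 against ZT5 in *Aco1*+*/*+ (from 2). Signs also changed for *Alas2* TE in *Ireb2*-/- at ZT12 0.0127 (from −0.00787).

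With DESeq2, the number of genes past an adjusted p of 0.05 was 2 for TE in *Ireb2*-/- at ZT5 (from 1), 3 for RNA in *Ireb2*-/- at ZT5 (from 1), 7 for RNA in *Ireb2*-/- at ZT12 (from 2) and 19 for RPF in *Ireb2*-/- at ZT5 (from 7). It was also 19 for RPF in *Ireb2*-/- at ZT12 (from 3), 21 for TE in *Aco1*-/- at ZT12 (from 10), 20 for TE from ZT12 against ZT5 in *Aco1*+*/*+ (from 2) and 1 for RNA in *Aco1*-/- at ZT5 (from 0). It was also 2 for RNA in *Aco1*-/- at ZT12 (from 1), 3 for RPF in *Aco1*-/- at ZT5 (from 1) and 70 for RPF in *Aco1*-/- at ZT12 (from 32).

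With the first sequencing run only, the number of genes past an adjusted p of 0.05 was 2 for RNA in *Ireb2*-/- at ZT5 (from 1), 1 for RPF in *Ireb2*-/- at ZT5 (from 7), 5 for RPF in *Ireb2*-/- at ZT12 (from 3) and 5 for TE for genotype by time in the *Aco1* line (from 3). It was also 2 for RNA in *Aco1*-/- at ZT5 (from 0), 2 for RNA in *Aco1*-/- at ZT12 (from 1), 18 for RPF in *Aco1*-/- at ZT12 (from 32) and 1 for the 5′ UTR to CDS ratio of RPFs, *Aco1*-/- at ZT5 (from 0). It was also 33 for the 5′ UTR to CDS ratio of RPFs, *Aco1*-/- at ZT12 (from 381). Signs also changed for *Epas1* TE in *Ireb2*-/- at ZT5 0.0354 (from −0.0390), *Aco1* TE in *Ireb2*-/- at ZT12 0.00736 (from −0.00446) and *Aco1* RNA, *Ireb2*-/- at ZT5 0.0132 (from −0.00751). It changed also for *Slc11a2* RPF, *Ireb2*-/- at ZT5 0.0134 (from −0.16), *Ireb2* TE in *Aco1*-/- at ZT5 0.0593 (from −0.0288) and *Ftl1* TE, genotype by time in the *Aco1* line −0.11 (from 0.37). It changed also for *Slc11a2* RNA, *Aco1*-/- at ZT12 0.19 (from −0.20) and *Ireb2* RPF, *Aco1*-/- at ZT12 −0.0553 (from 0.13).

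With only the 6 mice compared, the number of genes past an adjusted p of 0.05 was 19 for TE in *Ireb2*-/- at ZT12 (from 0), 7 for RNA in *Ireb2*-/- at ZT5 (from 1), 53 for RPF in *Ireb2*-/- at ZT5 (from 7) and 1 for RPF in *Ireb2*-/- at ZT12 (from 3). It was also 79 for TE from ZT12 against ZT5 in *Aco1*+*/*+ (from 2), 8 for RNA in *Aco1*-/- at ZT5 (from 0), 2 for RNA in *Aco1*-/- at ZT12 (from 1) and 2 for RPF in *Aco1*-/- at ZT5 (from 1). It was also 66 for RPF in *Aco1*-/- at ZT12 (from 32) and 7 for the 5′ UTR to CDS ratio of RPFs, *Ireb2*-/- at ZT5 (from 0).

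With genes of at least 10 counts in every library, the number of genes past an adjusted p of 0.05 was 36 for TE from ZT12 against ZT5 in *Ireb2*+*/*+ (from 57), 0 for RNA in *Ireb2*-/- at ZT5 (from 1), 0 for RNA in *Ireb2*-/- at ZT12 (from 2) and 0 for TE for genotype by time in the *Aco1* line (from 3). It was also 1 for TE from ZT12 against ZT5 in *Aco1*+*/*+ (from 2) and 19 for RPF in *Aco1*-/- at ZT12 (from 32).

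With the second sequencing run as a block, chosen after the data were seen, the sign changed for *Epas1* TE in *Aco1*-/- at ZT5 −0.0215 (from 0.0579).

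The replicate numbers were not taken to pair the mice. The correlation of deviations between same-numbered mice was −0.087 to 0.269 over 24 pairs (median 0.047), with 7 over 0.1, and the paper gives no meaning to the numbers. In RPF libraries of the *Ireb2* line at ZT12 all 3 pairs were over 0.1 (0.112 to 0.133), while in RNA libraries of the same mice they were 0.046 to 0.081, so a pairing of these mice is left open. With the replicate number as a block, the number of genes past an adjusted p of 0.05 was 1 for TE in *Ireb2*-/- at ZT12 (from 0), 2 for TE for genotype by time in the *Ireb2* line (from 0), 5 for TE for genotype by time in the *Aco1* line (from 3), 4 for TE from ZT12 against ZT5 in *Aco1*+*/*+ (from 2) and 50 for RPF in *Aco1*-/- at ZT12 (from 32). The sign of *Alas2* TE in *Ireb2*-/- at ZT12 0.00257 (from −0.00787) was reversed. *Ireb2* TE in *Ireb2*-/- livers at ZT12 (−0.85) passed the threshold with the block (edgeR adjusted p = 0.0144, from 0.100), and *Ugt2b1* RPF at ZT5 (−0.66) did not. The block changed no other call of a named gene.

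For the k-means clusters, the number of 5′ IRE transcripts in the cluster of *Ftl1* was 1 (from 2) with 20 centres and 1 (from 2) with the genes kept by filterByExpr, and 3 with z-scores of linear TE. With camera in place of fry, p for the list of 5′ IRE transcripts was 0.00190 for TE in *Ireb2*-/- at ZT5, 0.0121 for TE for genotype by time in the *Ireb2* line, 0.00360 for TE from ZT12 against ZT5 in *Ireb2*+*/*+, 9.87e-05 for TE in *Aco1*-/- at ZT5 and 0.00306 for TE from ZT12 against ZT5 in *Aco1*-/-.

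With each mouse left out in turn, the number of genes past the threshold ranged as follows. It went for TE, *Ireb2*-/- at ZT5 (1) from 1 to 5 (without *Ireb2*+*/*+ ZT5 replicate 2), and for TE, *Ireb2*-/- at ZT12 (0) from 0 to 1 (without *Ireb2*-/- ZT12 replicate 3), and for TE, genotype by time in the *Ireb2* line (0) from 0 to 6 (without *Ireb2*+*/*+ ZT5 replicate 3). It went for TE, ZT12 against ZT5 in *Ireb2*+*/*+ (57) from 30 (without *Ireb2*+*/*+ ZT12 replicate 2) to 106 (without *Ireb2*+*/*+ ZT5 replicate 3), and for RNA, *Ireb2*-/- at ZT5 (1) from 1 to 4 (without *Ireb2*+*/*+ ZT5 replicate 1), and for RNA, *Ireb2*-/- at ZT12 (2) from 2 to 4 (without *Ireb2*-/- ZT12 replicate 1). It went for RPF, *Ireb2*-/- at ZT5 (7) from 0 (without *Ireb2*-/- ZT5 replicate 1) to 9 (without *Ireb2*-/- ZT5 replicate 3), and for RPF, *Ireb2*-/- at ZT12 (3) from 3 to 18 (without *Ireb2*-/- ZT12 replicate 1), and for TE, *Aco1*-/- at ZT12 (10) from 4 (without *Aco1*+*/*+ ZT12 replicate 2) to 58 (without *Aco1*-/- ZT12 replicate 3). It went for TE, genotype by time in the *Aco1* line (3) from 1 (without *Aco1*+*/*+ ZT12 replicate 3) to 15 (without *Aco1*-/- ZT12 replicate 3), and for TE, ZT12 against ZT5 in *Aco1*+*/*+ (2) from 0 (without *Aco1*+*/*+ ZT12 replicate 1) to 13 (without *Aco1*+*/*+ ZT5 replicate 3), and for RNA, *Aco1*-/- at ZT5 (0) from 0 to 2 (without *Aco1*-/- ZT5 replicate 3). It went for RNA, *Aco1*-/- at ZT12 (1) from 0 (without *Aco1*+*/*+ ZT12 replicate 2) to 51 (without *Aco1*-/- ZT12 replicate 2), and for RPF, *Aco1*-/- at ZT5 (1) from 1 to 2 (without *Aco1*-/- ZT5 replicate 2), and for RPF, *Aco1*-/- at ZT12 (32) from 7 (without *Aco1*+*/*+ ZT12 replicate 3) to 160 (without *Aco1*-/- ZT12 replicate 3). It went for the 5′ IRE transcripts in the k-means cluster of *Ftl1* (2) from 2 to 5 (without replicate 1), and for the 5′ UTR to CDS ratio of RPFs, *Ireb2*-/- at ZT5 (0) from 0 to 31 (without *Ireb2*-/- ZT5 replicate 2), and for the 5′ UTR to CDS ratio of RPFs, *Aco1*-/- at ZT12 (381) from 53 (without *Aco1*-/- ZT12 replicate 1) to 542 (without *Aco1*-/- ZT12 replicate 3).

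Signs of results for single genes changed with a mouse left out. The log2 fold change went for *Slc40a1* TE in *Ireb2*-/- at ZT5 (0.0547) from −0.000122 (without *Ireb2*-/- ZT5 replicate 2) to 0.15 (without *Ireb2*-/- ZT5 replicate 1), and for *Epas1* TE in *Ireb2*-/- at ZT5 (−0.0390) from −0.18 (without *Ireb2*+*/*+ ZT5 replicate 3) to 0.0731 (without *Ireb2*+*/*+ ZT5 replicate 1), and for *Alas2* TE in *Ireb2*-/- at ZT12 (−0.00787) from −0.18 (without *Ireb2*+*/*+ ZT12 replicate 3) to 0.20 (without *Ireb2*-/- ZT12 replicate 3). It also went for *Slc40a1* TE in *Ireb2*-/- at ZT12 (−0.0583) from −0.18 (without *Ireb2*+*/*+ ZT12 replicate 3) to 0.0284 (without *Ireb2*+*/*+ ZT12 replicate 2), and for *Aco1* TE in *Ireb2*-/- at ZT12 (−0.00446) from −0.0472 (without *Ireb2*-/- ZT12 replicate 2) to 0.0559 (without *Ireb2*-/- ZT12 replicate 3), and for *Ftl1* TE, ZT12 against ZT5 in *Ireb2*+*/*+ (−0.35) from −1.08 (without *Ireb2*+*/*+ ZT5 replicate 3) to 0.30 (without *Ireb2*+*/*+ ZT5 replicate 2). It also went for *Aco1* RNA, *Ireb2*-/- at ZT5 (−0.00751) from −0.0602 (without *Ireb2*-/- ZT5 replicate 2) to 0.0246 (without *Ireb2*+*/*+ ZT5 replicate 3), and for *Tfrc* RNA, *Ireb2*-/- at ZT5 (−0.53) from −0.79 (without *Ireb2*+*/*+ ZT5 replicate 2) to 0.00329 (without *Ireb2*+*/*+ ZT5 replicate 3), and for *Tfrc* RPF, *Ireb2*-/- at ZT5 (−0.59) from −0.85 (without *Ireb2*+*/*+ ZT5 replicate 2) to 0.14 (without *Ireb2*+*/*+ ZT5 replicate 3). It also went for *Epas1* TE in *Aco1*-/- at ZT5 (0.0579) from −0.0438 (without *Aco1*+*/*+ ZT5 replicate 1) to 0.21 (without *Aco1*+*/*+ ZT5 replicate 3), and for *Ireb2* TE in *Aco1*-/- at ZT5 (−0.0288) from −0.16 (without *Aco1*+*/*+ ZT5 replicate 3) to 0.11 (without *Aco1*+*/*+ ZT5 replicate 2), and for *Ftl1* TE in *Aco1*-/- at ZT12 (0.24) from −0.35 (without *Aco1*-/- ZT12 replicate 2) to 0.74 (without *Aco1*-/- ZT12 replicate 1). It also went for *Ftl1* TE, genotype by time in the *Aco1* line (0.37) from −0.13 (without *Aco1*-/- ZT12 replicate 1) to 0.95 (without *Aco1*-/- ZT12 replicate 2), and for *Ireb2* RNA, *Aco1*-/- at ZT5 (0.0626) from −0.0114 (without *Aco1*+*/*+ ZT5 replicate 2) to 0.15 (without *Aco1*+*/*+ ZT5 replicate 3), and for *Ireb2* RPF, *Aco1*-/- at ZT5 (0.0466) from −0.0295 (without *Aco1*-/- ZT5 replicate 3) to 0.15 (without *Aco1*-/- ZT5 replicate 1). It also went for *Slc11a2* RPF, *Aco1*-/- at ZT12 (0.0598) from −0.25 (without *Aco1*-/- ZT12 replicate 1) to 0.25 (without *Aco1*-/- ZT12 replicate 3).

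Depth limits *Tfrc* and *Slc11a2* most, which had 1539 and 995 CDS counts over all RNA libraries. In the *Ireb2* line at ZT5 the log2 fold change of *Tfrc* RNA was −0.14 when RNA was counted over all columns, in place of −0.53.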

Differences from the paper's values

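The shift of the TE scale and the alternatives with other count columns were chosen only after the result was seen. The paper gives TE ranges in controls on a scale whose zero is set by normalization. All 32 group medians here lie above those read by eye from Fig. 5, by a median of 0.47 (0.35 to 0.59), so each value is also given minus 0.47. With the sign reversed (log2 of RNA over RPF), the paper's largest value for *Alas2* in controls is 1.5, and here it is 1.10, or 1.57 after the shift. The paper's smallest is 0.5, and here it is −0.0375, or 0.43 after the shift. The largest value for *Slc40a1* and *Epas1* is the paper's 1 against 0.67 here, or 1.14 after the shift. As log2 TE the highest value of this pair is the paper's 0.5 against 1.02 here, or 0.55 after the shift. For *Ftl1* and *Fth1* the lowest log2 TE is the paper's −4 against −4.09 here, or −4.55 after the shift, which widens the gap. Their highest is the paper's −1 against −0.28 here, or −0.75 after the shift. Of the 2 alternatives set before the data were examined, the first sequencing run alone closed the gap for the largest value of *Alas2* (1.34) and TMM normalization did not (1.19). Both closed it for the largest value of *Slc40a1* and *Epas1* (0.76 with TMM and 0.83 with the first run). Neither closed it for the smallest value of *Alas2* (0.04 with TMM and −0.03 with the first run) or for their highest TE (0.93 and 0.99).

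The paper states that *Aco1* RNA in *Ireb2*-/- livers decreased by 10 to 20%. Here it decreased by 0.52% at ZT5. Of the alternatives set before the data were examined, leaving out *Ireb2*-/- replicate 2 at ZT5 closed the gap to within 1 SD of the mice (4.09%), and the others did not.

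The text of the paper calls 2 changes significant that did not pass an adjusted p over all genes here, the TE of *Slc40a1* in *Aco1*-/- livers at ZT5 (0.48, edgeR adjusted p = 1.00, alternatives 0.885 to 1) and *Tfrc* RNA in *Aco1*-/- livers at ZT5 (−0.79, alternatives 0.714 to 1). It describes strongly increased TE of *Ftl1* and *Fth1*, and less so of *Alas2*, in *Ireb2*-/- livers at ZT5, which had 2.30, 1.52 and 0.35 here. By asterisks read by eye, Figs. 4 and 5 also mark *Ireb2* TE in *Aco1*-/- livers at ZT12 (0.55, alternatives 0.115 to 1) and *Slc11a2* RPF in *Ireb2*-/- livers at ZT12 (0.33, alternatives 0.541 to 1). No alternative called any of these over all genes, nor did leaving out any single mouse. The paper used unpaired *t*-tests for these panels and names no adjustment over all genes, so its threshold and the one here are not the same. Adjusted over the list of 6 IRE transcripts alone, *Slc40a1* in *Aco1*-/- livers and *Ftl1* and *Fth1* in *Ireb2*-/- livers passed at ZT5. *Aco1* RNA in *Aco1*-/- livers at ZT5 (−0.74, alternatives 0.00773 to 0.405) passed with DESeq2 (adjusted p = 0.00773) and without *Aco1*-/- replicate 3 (edgeR adjusted p = 0.0475). *Ireb2* TE in *Ireb2*-/- livers at ZT12 (−0.84) passed with no low-count filter, with only the 6 mice compared and without *Ireb2*-/- replicate 3, and also with the other count columns, which were chosen after seeing the values.

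The paper places *Alas2* and *Slc40a1* in one cluster. Here they were apart with 15 centres and with z-scores of linear TE. With 10 centres, with 20 centres, with the genes kept by filterByExpr and in each fit without 1 replicate of every group, settings set before the data were examined, they shared a cluster.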

Other observations

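The tests of baseline TE against its rise, of gene length and of the second sequencing run, of an error shared through the RNA library, of iron loading, of a shift as the whole cause of the spread and of red blood cells as the only source of *Alas2* were chosen only after the result was seen.

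Within groups, *Ftl1* TE went with *Fth1* TE over 24 mice (Pearson r = 0.788, permutation p = 0.00285, two-sided, adjusted over 5 relations 0.0142; Spearman rho = 0.78, permutation p = 0.00183; r = 0.85 without the 2 farthest mice). In the *Ireb2* line r was 0.97, and in the *Aco1* line 0.64 (permutation p = 0.127), or 0.25 without the 2 farthest mice. Counting noise of each mouse on its own forbids such a relation. *Ftl1* TE went against *Tfrc* RNA (r = −0.770, permutation p = 0.00586, adjusted 0.0146; rho = −0.73, permutation p = 0.00393; r = −0.84 without the 2 farthest), with opposite deviations in 18 of 24 mice. IRP activity that differs between mice of one group predicts both signs, and may be a source of the spread. In the *Ireb2* line r with *Tfrc* was −0.96 and in the *Aco1* line −0.59 (permutation p = 0.275), and at ZT5 it was −0.79 but 0.07 without the 2 farthest mice. An error of the RNA library that both values share is argued against by the RPFs of *Ftl1*, which do not use it (r with *Tfrc* RNA = −0.840, permutation p = 0.0024). Feeding state seen through ribosomal protein mRNAs gave r = −0.00621 (permutation p = 0.988), which pools −0.44 in the *Ireb2* line (permutation p = 0.534) and 0.55 in the *Aco1* line (permutation p = 0.124; 0.73 without the 2 farthest mice), so feeding state is left open. A TE shift of all genes in a library went with *Ftl1* TE (r = 0.510, permutation p = 0.0260, adjusted 0.0434, rho = 0.47). With each mouse's median TE subtracted, *Ftl1* and *Fth1* still had r = 0.780, so this shift is not the whole cause. The log2 ratio of RPF to RNA library size, the last of the 5 relations, had r = −0.465 (permutation p = 0.0779, adjusted 0.0973). At ZT12 its r was −0.81 (permutation p = 0.0177, adjusted 0.0491) and at ZT5 −0.07 (permutation p = 0.892). Library size as a source of the spread is left open.

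Across the 6 transcripts with a 5′ IRE, control TE at ZT5 and its rise in *Ireb2*-/- livers had Pearson r = −0.988 (exact permutation p = 0.00278, two-sided, adjusted over 4 comparisons 0.0111; Spearman rho = −0.94, exact p = 0.0167). Both share the control mice, and simulated unchanged groups gave a median r of −0.21, with 0.6% as low. With the baseline taken from *Aco1*+*/*+ livers, which do not enter the rise, r was −0.950 (exact permutation p = 0.00139). At ZT12 r was −0.91 (exact permutation p = 0.033, with 4.31% of unchanged groups as low), but rho was −0.60 (exact p = 0.242). In the *Aco1* line at ZT5 r was −0.86 (exact permutation p = 0.029, 13.74%) and rho −0.83 (exact p = 0.058). In that line at ZT12 r was −0.37 (exact permutation p = 0.508). Where Pearson and Spearman differ in their call, a relation cannot be told apart from none. Strongly repressed transcripts rising most is a possible explanation at ZT5, on 6 transcripts found and tested in the same data.

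*Alas2* RNA went with summed globin RNA within groups (Pearson r = 0.438, permutation p = 0.0365, two-sided; Spearman rho = 0.41, permutation p = 0.118; r = 0.38 without the 2 farthest mice; in the *Ireb2* line 0.41 and in the *Aco1* line 0.46). Pearson and Spearman differ in their call, so a part from red blood cells cannot be told apart from none. As the only source, red blood cells would give a slope near 1 of log2 *Alas2* on log2 globin RNA, and the slope was 0.131 (standard error 0.069). Globin RNA was 2.45 to 104 CPM and *Alas2* RNA 62.7 to 187, higher in 24 of 24 mice. Reads of the globin genes may be shared with near-identical genes, so the globin level and its comparison with *Alas2* are uncertain. Error in the globin values would also lower the slope, so it does not exclude red blood cells as the only source.

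In the 6 RPF libraries of the *Aco1* line at ZT5, a split that cuts across genotype, between mice sequenced again (74.1, 70.8 and 71.2% of counts from the second run) and mice that were not or hardly so, gave 231 genes, while genotype gave 1. It gave 1 gene in RNA and 7 in TE. With the first run alone it gave 202 genes, which argues against the counts of the second run themselves. The difference fell with gene span (Spearman rho = −0.354, against a median absolute rho of 0.166 and a largest of 0.334 in the other splits). With the trend of each library with span removed, 53 genes passed, 43 of them among the 226 of the same genes before. Gene length, and gene length as the whole cause, cannot be told apart from other properties of these libraries, since the split was found by its size. Blocked by the second run, genotype gave 1 gene in RPF and 1 in TE.

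The share of mitochondrial mRNA was 0.947% in the RNA library of *Ireb2*+*/*+ replicate 3 at ZT5 against 3.07 to 7.21% in the other RNA libraries (median 4.13%), while its RPF library (0.207%) lay within the range of the others. The same mouse set much of the spread of *Ftl1* and *Fth1* TE and of *Tfrc* RNA in these controls. Whether its RNA library contributed to that spread was not tested.

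Genes within 20 Mb of the targeted locus would differ more often if donor-strain sequence remained there. Around *Aco1*, 7.35% of 136 genes had an unadjusted p under 0.05 in RNA, as 32 of 234 other windows also reached (median of the other windows 5.15%). Around *Ireb2* it was 8.85% of 226 genes, reached by 2 of 113 other windows, which overlap each other. At both loci donor-strain sequence and chance cannot be told apart.

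RNA of 6 genes that respond to iron loading rose in *Aco1*-/- livers over both timepoints (median 0.92, 5 of 6 up, a fry p of 0.0319, adjusted over the 2 lines 0.0639). Adjusted over the list alone *Hamp* (0.97), *Bmp6* (0.88) and *Id1* (1.15) passed, and over all genes 0 did. In *Ireb2*-/- livers the list had a median of −0.02 (a fry p of 0.580). The paper measured iron in livers of the same animals and reports significant differences in Fe(III) and total iron for knockouts of both lines. *Fbxl5* is one of the 6 genes, though the paper describes its control by iron at the level of protein stability. A hepatic response to iron loading and other causes cannot be told apart by a list whose p does not hold after adjustment.

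Of the 10 splits of the 6 mice of each comparison, as many genes as the real one were given by the following numbers of splits. For TE, these were 1 for *Ireb2*-/- at ZT5, 3 for *Aco1*-/- at ZT5 and 1 at ZT12. For RNA, they were 1 for *Ireb2*-/- at ZT5, 1 at ZT12 and 1 for *Aco1*-/- at ZT12. Comparisons with 0 genes are left out, since any split reaches that count. For RPF, they were 1 for *Ireb2*-/- at ZT5, 2 at ZT12, 3 for *Aco1*-/- at ZT5 and 1 at ZT12. With 10 splits the share is never under 0.1, so chance and genotype cannot be told apart by the counts alone. In RNA of *Ireb2*-/- livers 1 gene passed at ZT5, *Gm5244*, and 2 at ZT12, *Gm5244* and *Mup12* (−2.16, edgeR adjusted p = 0.00113), with 603 and 450 at an unadjusted p under 0.05. *Gm5244* was named after its values were seen.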
